# *miR2118*-triggered phased siRNAs are differentially expressed during the panicle development of wild and domesticated African rice species

**DOI:** 10.1186/s12284-016-0082-9

**Published:** 2016-03-12

**Authors:** K. N. Ta, F. Sabot, H. Adam, Y. Vigouroux, S. De Mita, A. Ghesquière, N. V. Do, P. Gantet, S. Jouannic

**Keywords:** Panicle, Meristem, Small RNAs, phasiRNAs, *miR2118*, Domestication, *Oryza barthii*, *Oryza glaberrima*

## Abstract

**Background:**

Rice exhibits a wide range of panicle structures. To explain these variations, much emphasis has been placed on changes in transcriptional regulation, but no large-scale study has yet reported on changes in small RNA regulation in the various rice species. To evaluate this aspect, we performed deep sequencing and expression profiling of small RNAs from two closely related species with contrasting panicle development: the cultivated African rice *Oryza glaberrima* and its wild relative *Oryza barthii*.

**Results:**

Our RNA-seq analysis revealed a dramatic difference between the two species in the 21 nucleotide small RNA population, corresponding mainly to *miR2118*-triggered phased siRNAs. A detailed expression profiling during the panicle development of *O. glaberrima* and *O. barthii* using qRT-PCRs and *in situ* hybridization, confirmed a delayed expression of the phased siRNAs as well as their lncRNA precursors and regulators (*miR2118* and *MEL1* gene) in *O. glaberrima* compared to *O. barthii*. We provide evidence that the 21-nt phasiRNA pathway in rice is associated with male-gametogenesis but is initiated in spikelet meristems.

**Conclusion:**

Differential expression of the *miR2118*-triggered 21-nt phasiRNA pathway between the two African rice species reflects differential rates of determinate fate acquisition of panicle meristems between the two species.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12284-016-0082-9) contains supplementary material, which is available to authorized users.

## Background

A prevailing view in evolutionary developmental biology (Evo-Devo) is that morphological traits evolved mostly by changes in expression patterns of functionally conserved genes rather than through the emergence of new genes (Doebley and Lukens 1998; Carroll 2008). Although much emphasis was placed on changes in transcriptional regulation, gene expression is regulated at many levels. In this context, the regulation of genome expression by small RNAs appears to be an important mechanism in the control of plant development (morphogenesis and phase transition), through post-transcriptional regulation of mRNA abundance (by *miRNAs* and secondary *siRNAs*) and silencing of gene expression (by *siRNAs*) *via* site-specific DNA methylation (Jones-Rhoades et al. 2006; Arikit et al. 2013). Secondary, phased small interfering RNAs (phasiRNAs) are emerging regulators of gene expression in plants (Zheng et al. 2015; Xia et al. 2013). Analyses in large panel of plant species covering plant kingdom revealed that a huge diversity of phasiRNA-generating loci types in plants (Zheng et al. 2015; Xia et al. 2013). An unsuspected diversity of phasiRNAs originating from protein-coding genes was observed. However, most of these loci were clade- or species-specific with distinct expression patterns, suggesting recent and independent evolutionary origins (Xia et al. 2013).

Several types of phasiRNA-generating loci were reported from Asian rice *Oryza sativa* and its wild relative *Oryza rufipogon* from various tissues or organs (Arikit et al. 2013; Zheng et al. 2015; Liu et al. 2013). In *O. sativa*, phasiRNAs triggered by specific miRNAs and originating from non-coding loci, were shown to be involved in panicle development and more specifically in male gametogenesis (Arikit et al. 2013; Johnson et al. 2009; Komiya et al. 2014; Song et al. 2012a, b). The *TAS3*-associated trans-acting siRNAs (or ta-siRNAs), triggered by the microRNA *miR390*, are known to target mRNAs of *Auxin Response Factor* (*ARFs*) involved in various developmental processes including floret and stamen development (Allen et al. 2005; Liu et al. 2007; Nogueira et al. 2007; Song et al. 2012b). Other detected phasiRNAs are panicle-specific 21- or 24-nucleotide (nt) small RNAs. They are produced from numerous polyA-tailed long non-coding RNA (lncRNA) generating loci through an RDR6-dependent pathway triggered by the microRNAs *miR2118* and *miR2275* respectively (Komiya et al. 2014; Song et al. 2012a, b). The 21-nt phasiRNAs may act in a complex with the gamete-specific Argonaute (AGO) protein MEIOSIS ARRESTED AT LEPTOTENE1 (MEL1) (Komiya et al. 2014). In maize, each phasiRNA type exhibits independent spatiotemporal regulation, with 21-nt premeiotic phasiRNAs dependent on stamen epidermal differentiation and 24-nt meiotic phasiRNAs dependent on tapetal cell differentiation (Zhai et al. 2015). However, their function during male gametogenesis remains unclear.

African rice *Oryza glaberrima* was domesticated about 2000 to 3000 years ago from *Oryza barthii*, whereas *O. sativa* was domesticated in Asia almost 10,000 years ago from *Oryza rufipogon* (Second 1982; Linares 2002; Caicedo et al. 2007; Vaughan et al. 2008; Huang et al. 2012; Orjuela et al. 2014; Wang et al. 2014; Zhang et al. 2014a. African rice domestication has a single origin in West Africa (Linares, 2002; Wang et al. 2014) and is associated with a severe genetic bottleneck (Li et al. 2011a, b; Nabholz et al. 2014; Orjuela et al. 2014). It is also associated with major morphological and physiological changes. For example, *O. barthii* and *O. glaberrima* exhibit strikingly different panicle architectures, from a low branching complexity and small grain number in *O. barthii* to a more complex panicle and higher grain number in *O. glaberrima* (Linares 2002). A similar divergence of domestication-related traits was also observed between the Asian wild rice and its cultivated counterpart (Vaughan et al. 2008). It has been suggested that several small RNA loci, such as miRNA-triggered phasiRNAs loci including ta-siRNA locus *TAS3a2,* as well as the microRNA loci *MIR164e*, *MIR390* and *MIR395a/b,* have experienced direct selection during Asian rice domestication (Liu et al. 2013; Wang et al. 2010; Wang et al. 2012). However, a large-scale study of small RNA expression in relation to the early stages of panicle development in African rice is still lacking. To investigate whether the latter varies between the two African species in relation to changes in small RNA expression, we conducted a comparative analysis of small RNA populations accumulating during early panicle development in the two African species*.* We found conservation of the male gametogenesis-associated *miR2118*-triggered phasiRNA pathway in these African rice species. Our data revealed significant changes in expression of these gamete-specific 21-nt phasiRNAs between *O. barthii* and *O. glaberrima*, associated with differential expression of their regulators, namely *miR2118* and *MEL1*. This is suggestive of a differential rate of determinate meristem fate acquisition during the initial panicle development stages between the two species.

## Results

### Panicle-associated small RNAs in African rice species

To conduct a comprehensive survey of panicle-derived small RNAs in African rice and characterise qualitative and quantitative differences between the two species, we compared small RNA populations in panicles of *O. glaberrima* and *O. barthii*, using genome-wide small RNA-seq analysis. In order to focus on differences in expression resulting from inter-specific variations and to buffer genotypic variations, we used two RNA bulks extracted from developing panicles at same visual stage (from early rachis elongation to early floret differentiation stages) of 10 genotypes for each species (Additional file 1: Table S1). Over 33.1 and 33.9 million high quality reads were generated from *O. glaberrima* and *O. barthii* libraries respectively (Additional file 1: Table S2). 

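Each species was represented by 1 library, made from a bulk of 10 accessions with about 15 panicles per accession collected 4 to 15 days after floral induction, so no difference between the libraries has a replicate check. Table S3 gives 33922715 high quality reads for *O. barthii* and 33104618 for *O. glaberrima*. The authors removed adapters and low quality bases, merged identical reads into distinct sequences, annotated them by successive BLAST searches and searched the 21-nt sequences for loci that release small RNAs at regular spacing (phased loci). They deposited read counts, without normalization, for the 5052 distinct 21-nt sequences assigned to 892 phased loci. This processed table does not list the other 21-nt sequences or the other size classes, and the raw reads were not used, so shares over the whole 21-nt population were not computed. The deposited counts sum to 430220 reads in *O. barthii* (1.27% of its high quality reads) and 70009 reads in *O. glaberrima* (0.211%). The median count per sequence was 23.5 in *O. barthii* and 4 in *O. glaberrima*. No sequence has a count of 1, and no sequence has fewer than 10 reads summed over both libraries. A ratio is the count in *O. barthii* over the count in *O. glaberrima*, each divided by the high quality reads of its library, with a count of 0 set to 1 read. A count of 0 allows up to 3 reads, and a fold against it is given as a lower bound against 3 reads. This bound takes the other count as it stands and does not cover its counting error. Read counts were compared by the G-test of the methods with 1 degree of freedom and its threshold of 0.001, against an expected share of 50.6% for *O. barthii*. This test compares the reads of these 2 libraries and not the species. Intervals are 95% intervals, exact Clopper-Pearson for shares and ratios and exact Poisson for counts. Those of ratios and counts cover counting error only. Those of shares treat sequences or loci as independent draws, which sequences of the same locus are not. Coordinates are those of the MSU v7.0 Nipponbare genome given in the deposited table.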

A total of 64 % and 64.5 % of small RNA clusters (distinct small RNAs) ranging from 18 to 28 nucleotides from *O. barthii* and *O. glaberrima*, respectively, were mapped to the reference genome *O. sativa* ssp *japonica* cv Nipponbare MSU v7.0, and were found to be similarly distributed over the *O. sativa* genome (Additional file 1: Table S3, Additional files 2 and 3). As expected, the 21- and 24-nucleotide (nt) small RNAs were the predominant populations of small RNAs in the two species, with a higher number of distinct 24-nt small RNAs (Additional file 2). The high quality small RNA sequences were then categorized, using a BLAST-based filtering annotation pipeline (Additional file 4), into five distinct classes corresponding to the different functional compartments of the rice genome: miRNAs, ncRNAs, repeats, genes (CDS, intron, UTR) and unannotated regions of *O. sativa* reference genome (Additional file 1: Table S4).

The 21-nt small RNA population from the two species, corresponding to 23 798 distinct sequences, exhibited a surprisingly large fraction of small RNAs with a higher expression in *O. barthii* than in *O. glaberrima* (Fig. 1a). This subpopulation corresponds to 29 % of the 21-nt small RNAs mapped, when considering small RNAs that were at least 5-fold more accumulated in *O. barthii*. Other size classes (from 18- to 28-nt, except 21-nt) were not distinguished by such a pattern of distribution between the two species (Additional file 5). The overall 21-nt small RNAs were categorized into five distinct classes corresponding to the different functional compartments of the rice genome: miRNAs (11.3 %), ncRNAs (13.1 %), repeats (12.4 %), genes (CDS, intron, UTR: 25.5 %) and unannotated regions (37.7 %) of *O. sativa* reference genome. However, the distribution of the over-expressed fraction in the wild species showed a strong bias towards unannotated regions (81.4 %; *p*-value = 0.0) with the remaining classes all severely under-represented: miRNAs (2.5 %; *p*-value = 8.0 × 10^−139^), ncRNAs (0.6 %; *p*-value = 3.5 × 10^−301^), repeats (0.8 %; *p*-value = 2.3 × 10^−261^) and genes (14.8 %; *p*-value = 1.2 × 10^−83^) (Fig. 1a; Additional file 5). This indicated that the over-expressed 21-nt small RNAs detected in *O. barthii* panicles were mainly derived from unannotated regions of the *O. sativa* reference genome (Fig. 1a; Additional file 5).

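The deposited counts cover the part of this 21-nt population that was assigned to phased loci. Of these sequences, 3446 (68.2%, interval 66.9 to 69.5%) had a ratio of at least 5. With each count of 0 set to the 3 reads it allows, the share was 56.3%. Scaling to the summed counts of the deposited table moved this share most, to 4.87%, since it sets the total of these same sequences equal in both libraries. Sequences from unannotated regions made up 91.6% of the higher fraction. Among 10000 random sets of the same size matched on abundance, their share had a median of 87.6% and a highest value of 89.0%. Genes made up 7.72% of the higher fraction, against a median of 8.88% and a lowest value of 7.81% in the random sets. The entries of miRNAs (0.348%), ncRNAs (0.116%) and repeats (0.174%) also lay below the lowest random set. The 182 sequences at miRNA, ncRNA or repeat entries had a median ratio of 0.976, and the 4418 sequences from unannotated regions had a median ratio of 8.30.

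**Figure D1:**
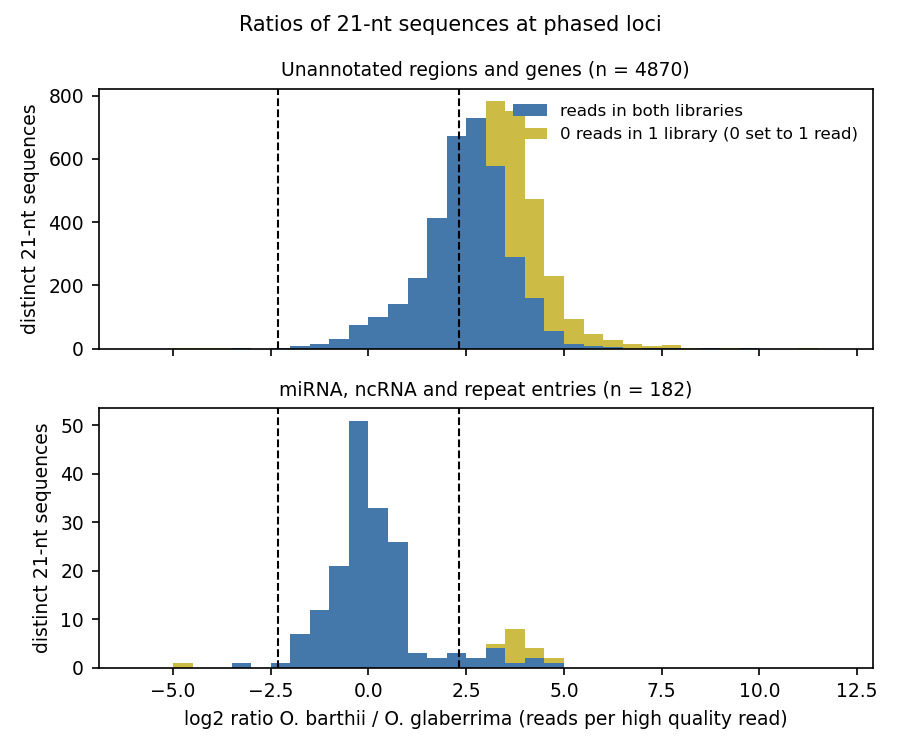
Number of distinct 21-nt sequences (y axis) by the log2 ratio *O. barthii* / *O. glaberrima* of their reads per high quality read (x axis), for unannotated regions and genes and for miRNA, ncRNA and repeat entries (182 sequences). Dashed lines mark a ratio of 5 in either direction. The sequences of the upper plot centre above a ratio of 5 and those of the lower plot near equal abundance.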

**Fig. 1:**
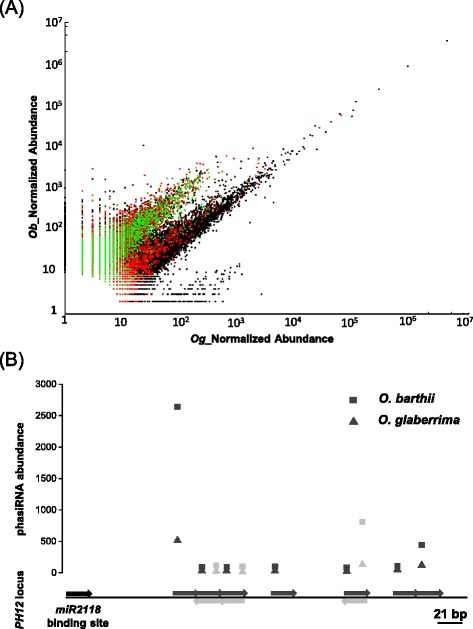
Relative abundance of panicle-derived 21-nt small RNAs from *O. barthii* and *O. glaberrima*. **a** Relative abundance of 21-nt small RNAs between *O. barthii* (*Ob*) and *O. glaberrima* (*Og*). Normalized abundance of distinct small RNA sequences. Black dots represent global 21-nt small RNAs, red dots unannotated 21-nt small RNAs, and green dots 21-nt small RNAs associated with detected phased loci. **b** Relative abundance of detected phasiRNAs generated from a single locus (*PH-12*) between *O. barthii* and *O. glaberrima.* The lower panel illustrates the position of the *miR2118* binding site and the detected phasiRNAs from the *PH12* locus in the two species (above or below the line if originating from plus or minus strand respectively). The upper panel illustrates the abundance of the corresponding phasiRNAs in *O. glaberrima* (triangles) and *O. barthii* (squares). The abundances of reads from the plus strand are in dark grey, and reads from the minus strand are in light grey

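The *PH-12* locus lies on chromosome 1 from 2244236 to 2244468. It had 11 distinct 21-nt sequences, all marked as phased by the authors, 7 on the plus strand and 4 on the minus strand. They summed to 4089 reads in *O. barthii* and 788 reads in *O. glaberrima*, a ratio of 5.06 (interval 4.69 to 5.47). The motif of the *miR2118* recognition site is listed at position -95 relative to the locus. The most abundant sequence held 64.6% of the reads of the locus in *O. barthii* and 67.5% in *O. glaberrima*. Each of the 11 sequences had more reads in *O. barthii*. Across these sequences, which are not independent replicates, the counts in both libraries had a Spearman correlation of 0.984.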

### 21-nt phasiRNAs are over-represented in African wild rice transcriptomes

Previous studies of *O. sativa* showed that the *miR2118*-triggered 21-nt phasiRNAs specifically expressed in the rice panicle originate from unannotated regions of the genome (Johnson et al. 2009; Song et al. 2012a; Komiya et al. 2014). To determine whether the over-represented 21-nt small RNA fraction in *O. barthii* also corresponds to this class of 21-nt phasiRNAs, we used a dedicated program (see Material and methods), and detected 4 100 distinct phasiRNAs from *O. barthii* and *O. glaberrima*, distributed across 892 loci (denoted “phased loci”), using the *O. sativa* genome as reference (Additional file 6). In addition, 952 distinct 21-nt small RNAs mapped to these 892 loci, but were not detected as phased siRNAs by our procedure. 

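In the deposited table, 4100 of the 5052 sequences (81.2%, interval 80.0 to 82.2%) are marked as phased and 952 (18.8%) are not. The register was examined for the 4277 sequences that belong to a single locus and have a chromosome position, after moving positions on the minus strand by 2 nt. The 21-nt register with most reads of the locus held 97.2% of 3578 phased sequences and 42.9% of 699 sequences not marked as phased. It held 94.9% of the *O. barthii* reads and 89.1% of the *O. glaberrima* reads. The register was chosen on the reads summed over both libraries, most of them from *O. barthii*, which favours the *O. barthii* share. The median ratio was 8.20 for the phased sequences and 5.70 for the others.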

In total, 5 052 distinct 21-nt small RNA sequences associated with these 892 phased loci were found, corresponding to 21.2 % of the panicle-derived 21-nt small RNA population from the two species. Out of these 5 052 small RNAs, 3 694 were detected in both species, 1 352 were detected only in *O. barthii* and six only in *O. glaberrima* (Additional file 6). 

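Counting a sequence as detected from 1 read, 3698 sequences (73.2%, interval 72.0 to 74.4%) had reads in both libraries, 1348 (26.7%) in *O. barthii* only and 6 in *O. glaberrima* only. The sequences with reads in *O. barthii* only had 10 to 2851 reads, with a median of 16. Of them, 744 (55.2%) were at least 5-fold higher than the 3 reads that a count of 0 allows. For the remaining ones a difference of that size was not detectable at this depth. The 6 sequences with reads in *O. glaberrima* only had 11 to 30 reads, and 4 of them belong to the locus *PH-985* on chromosome 5. Counting a sequence as detected from 3 reads instead gave 3056 in both libraries, 1988 in *O. barthii* only and 8 in *O. glaberrima* only.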

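For 737 of the phased loci, a chromosome interval was obtained from the positions of their own sequences, and these loci lay on 12 chromosomes. Chromosome 12 held 174 of them (23.6%) and chromosome 11 held 111 (15.1%), while chromosome 10 held 15. In all, 687 loci (93.2%) had a neighbouring phased locus within 50000 bp, and joining such neighbours gave 104 clusters. The cluster with most loci had 37 and spanned 24252531 to 24435510 on chromosome 12, with 17024 reads in *O. barthii* and 2096 in *O. glaberrima* (ratio 7.93). It was followed by a cluster of 30 loci on chromosome 4 from 20988745 to 21226068 (ratio 8.23). Taken over sequences and not over loci, the median ratio ranged from 4.31 for 232 sequences on chromosome 1 to 10.6 for 454 on chromosome 5. Chromosome 1 holds the locus *PH-1*, which has 91 sequences and a ratio of 0.976. The median of chromosome 1 without this locus was not computed, so the low value need not hold along the chromosome.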

As previously reported, the detected phased loci were present on all 12 chromosomes but not at the same density, and were organized in clusters or super-clusters, such as on chromosome 12 (Additional file 7). As expected, 86.5 % of these 21-nt phasiRNAs mapped to unannotated regions of the *O. sativa* genome. This fraction of 21-nt phasiRNAs represents 49 % of the unannotated 21-nt small RNA population (4 418 over 8 977 sequences). 

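By the entry named in the deposited table, 4418 of the 5052 sequences (87.5%) belong to unannotated regions, 452 (8.95%) to genes, 90 to miRNA entries, 56 to ncRNA entries and 36 to repeats. Among the phased sequences alone, 90.5% belong to unannotated regions. Unannotated regions accounted for 91.4% of the *O. barthii* reads of the deposited table and 84.2% of its *O. glaberrima* reads. Requiring at least 100 reads over both libraries moved the share of unannotated sequences most, to 91.2%.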

The 892 phased loci were scanned for the presence of the 22-nt miRNA *miR2118* recognition site in their vicinity (Johnson et al. 2009; Song et al. 2012a; Komiya et al. 2014). 

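The deposited table lists a position of the *miR2118*-like motif that the authors found with MEME in sequences of 538 phased loci (60.3%, interval 57.0 to 63.5%), at distances of 2 to 452 bp from the locus. The motif had a single position in 487 of these loci. In 412 of the 487 (84.6%, interval 81.1 to 87.7%) this position had the same remainder, 10, after division by the 21-nt spacing of the phased sequences, against 4.76% for evenly spread positions. The most common positions were -32 (141 loci), -53 (79 loci) and -74 (59 loci). Of the 19 positions on the other side of the locus, 1 had this remainder.

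**Figure D2:**
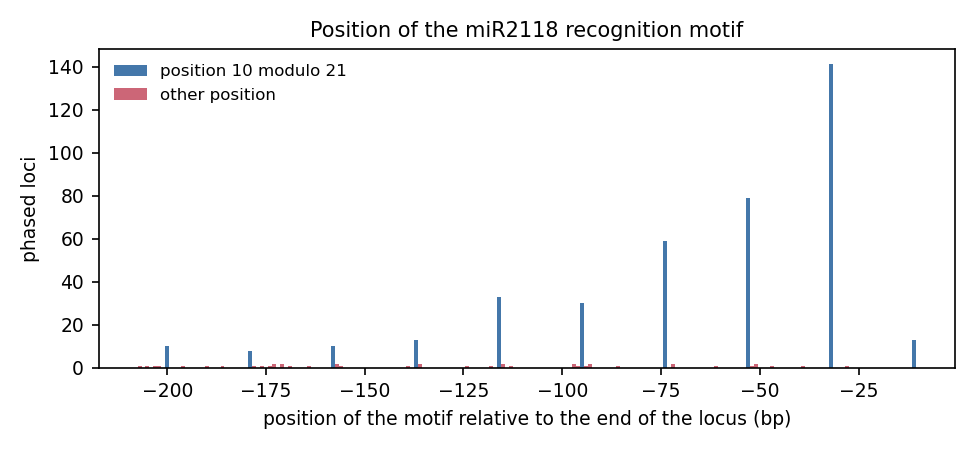
Number of phased loci (y axis) by the position of the motif relative to the end of the locus in bp (x axis), for the 439 loci with a single position between -210 and 0. Blue bars are positions with a remainder of 10 after division by 21 and red bars are all other positions. The bars are tallest at -32, with 141 loci, and repeat at steps of 21 bp.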

529 phased loci (59.3 %) shared the conserved motif close to one end (from two to 452 bp from the end). 

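Counting every sequence assigned to a locus, the phased loci had 6.26 ± 5.02 (SD over 892 loci) distinct 21-nt sequences, from 1 to 91. The most common numbers were 3 sequences (163 loci) and 5 sequences (154 loci). A single locus had 1 sequence and 17 loci had 2. The locus with 91 sequences, *PH-1* on chromosome 1, had 14 of them marked as phased and had nearly equal reads in both libraries, 6522 in *O. barthii* and 6520 in *O. glaberrima*. Restricted to sequences assigned to a single locus, a choice made after seeing the data, the mean was 5.85 over 820 loci.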

Between two and 91 distinct sequences were detected per phased locus, with an average of 6.0 (±4.8, SD) distinct sequences, the majority being 3 or 5 sequences per phased locus (Additional file 5). 

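Sequences from both strands were listed for 828 of the phased loci (92.8%, interval 90.9 to 94.4%). With sequences assigned to a single locus only, chosen after seeing the data, the share was 90.5%.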

As expected for double strand RNA processed small RNAs, most of the detected phased loci generated small RNAs from both strands (92.5 %) (Additional file 6).

For 96 % of the phased loci, there was a significant difference in read counts between the two species, and about 71 % of them displayed an abundance ratio higher than 5 (Additional file 6). These 21-nt siRNAs were mainly over-accumulated in *O. barthii* and contributed to 52 % of the *O. barthii* five fold over-accumulated 21-nt small RNAs (Fig. 1a). 

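Summed over the sequences of each locus, read counts passed the G-test at 855 of 892 phased loci (95.9%, interval 94.3 to 97.1%). Of these, 845 had more reads in *O. barthii* and 10 had more reads in *O. glaberrima*, while 37 loci did not pass. The test that moved the number of loci most was edgeR's exact test with an assumed biological coefficient of variation of 0.4, which called 259 loci, all higher in *O. barthii*. The ratio exceeded 5 at 719 loci, which is 80.6% of all phased loci and 84.1% of those past the test. Among loci with at least 100 reads, *PH-662* on chromosome 5 had the highest ratio, 1421 (2912 and 2 reads, interval 393 to 11738). It was followed by *PH-233* on chromosome 12 with 1073 (3297 and 3 reads, interval 367 to 5203) and *PH-615* on chromosome 5 with 430 (882 and 2 reads, interval 119 to 3559). The lowest ratios were those of *PH-645* on chromosome 5 with 0.634 (89 and 137 reads, interval 0.480 to 0.834), *PH-590* with 0.714 (199 and 272 reads) and *PH-358* with 0.731 (134 and 179 reads), of which *PH-358* did not pass the test. Of the 10 loci higher in *O. glaberrima*, 8 have no sequence that is not shared with other loci, and 2 remained when only sequences of a single locus were summed.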

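The median ratio of all sequences at phased loci was 7.81, and their summed reads had a ratio of 6.00. For the sequences with reads in both libraries, the median ratio was 5.66. The G-test was passed by 3664 sequences higher in *O. barthii* and by 16 higher in *O. glaberrima*. A ratio of at least 5 was reached by 71.9% of the phased sequences (interval 70.5 to 73.3%) and by 52.2% of those not marked as phased (interval 49.0 to 55.4%). With each count of 0 set to 3 reads, chosen for this split after seeing the data, the shares were 60.0% and 40.0%. In the other direction, 9 sequences were at least 5-fold higher in *O. glaberrima*. The most abundant sequence over both libraries, GATAGACCGAGAGAGAAGGCA of *PH-424*, had 5060 reads in *O. barthii* and 2227 in *O. glaberrima*, a ratio of 2.22 (interval 2.11 to 2.33). It was followed by TACGATCGCCAAGGCACGGCA of *PH-583* with a ratio of 9.76 and CGGAAAAACTGAGATAGACTC of *PH-148* with 8.69. Among sequences with at least 100 reads, TGATTAACTATTGACACCGGC of *PH-662* was at least 927-fold higher in *O. barthii* (2851 and 0 reads). TCTGGCTCATGGAAGCAAGGC of *PH-233* had a ratio of 1003 (3084 and 3 reads, interval 343 to 4867), and TGAACCTACTATATACACGGC of *PH-61* was at least 202-fold higher (621 and 0 reads). The lowest ratios were 0.375 for TGAGTGACTGGTGCAGAGGCC of *PH-645*, 0.431 for TTGCAAGGCTTCTCCCTGACC of *PH-1* and 0.526 for TATATGAATGTAGGCAATGCT of *PH-358*, a sequence listed under *osa-MIR819*. The contribution of these sequences to all 21-nt small RNAs higher in *O. barthii* was not computed, since the processed table does not list the rest of that fraction and the raw reads were not used.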

The abundance of different phasiRNAs from a given locus was variable, with the predominance of one or two phasiRNAs (Fig. 1b; Additional file 8). 

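The most abundant sequence held a median of 49.4% of the reads of its locus, and the 2 most abundant together held a median of 74.3%. A single sequence held more than 50% of the reads at 437 loci (49.0%, interval 45.7 to 52.3%), and 2 sequences together did so at 804 loci (90.1%, interval 88.0 to 92.0%).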

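Among the 845 loci with more reads in *O. barthii*, 819 also had reads in *O. glaberrima*. At 616 of these (75.2%, interval 72.1 to 78.1%) the same sequence was the most abundant in both libraries. At the 390 loci with at least 6 sequences, the Spearman correlation of the counts in both libraries across the sequences of the locus had a median of 0.714, and it was below 0 at 15 loci. Every sequence had more reads in *O. barthii* at 815 loci (96.4%). The other 30 loci held 94 distinct sequences with a ratio below 1, of which 4 passed the G-test.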

For the differentially expressed loci, this unequal distribution over the locus was conserved between the two species, with over-accumulation of all the detected phasiRNAs from a single locus (Fig. 1b). Interestingly, the proportion of phased loci sharing the *miR2118* recognition site was significantly higher (*p*-value = 1.5 × 10^−08^) in the differentially expressed group (i.e. higher expression in *O. barthii*) (61 %, *n* = 854) than in the group of non-differentially expressed phased loci (16 %, *n* = 38) (Additional file 6). Therefore, phased loci over-expression in *O. barthii* versus *O. glaberrima* may result from differences in *miR2118* regulation between the two species.

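By the G-test on these libraries, the motif was present at 529 of the 845 loci higher in *O. barthii* (62.6%, interval 59.2 to 65.9%), at 8 of the 37 loci not past the test (21.6%, interval 9.83 to 38.2%) and at 1 of the 10 loci higher in *O. glaberrima*. Among 10000 random sets of 37 loci matched on abundance, the share with a motif had a median of 48.6%, and the observed share lay at percentile 0.01. The motif share of the loci not past the test moved most under scaling to the summed counts of the deposited table, to 62.6% of 519 loci, because it moves other loci into this group. The 97 loci then higher in *O. glaberrima* had a motif in 43.3%. With sequences of a single locus only, 9 of 21 loci not past the test had a motif (42.9%). Over all 892 loci, the median ratio was 8.37 with the motif and 8.36 without it. From the higher share of loci with a recognition site in the group higher in *O. barthii*, the paper proposes that the higher abundance may result from a difference in *miR2118* regulation between the species.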

### Panicle-associated microRNAs in African rice species

Comprehensive analysis of conserved miRNAs led to the identification of 146 annotated miRNA families expressed in African rice panicles, including 62 canonical families, 20 variant ones and 64 siRNA-like ones, according to the classification of Jeong et al. (2011) (Additional files 6 and 9). Some of the siRNA-like families were previously reported to be associated with transposable elements (TEs) in *O. sativa*, namely *TE-MIRs* (Li et al. 2011b; Yan et al. 2011). 

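Of the 13 *MIR* loci listed as overlapping phased loci, 8 have 21-nt sequences in the deposited table, all marked as phased. The sequence of *osa-MIR5506* (CAAGTGGACGTGACTGAACCC, at *PH-187*) had 183 reads in *O. barthii* and 17 in *O. glaberrima*, a ratio of 10.5 (interval 6.38 to 18.4). The 3 sequences of *osa-MIR5488* at *PH-211* had 51 and 0 reads and were at least 16.6-fold higher in *O. barthii*. Those of *osa-MIR5514* at *PH-410* (15 and 0 reads) and *osa-MIR5527* at *PH-161* and *PH-162* (16 and 0 reads) were at least 4.88-fold and 5.20-fold higher. With the counting error of both libraries, the lower 95% limits of these ratios were 3.50 and 3.76. The sequence of *osa-MIR5530* at *PH-267* had 24 and 2 reads, a ratio of 11.7 (interval 2.91 to 102). Only *osa-MIR5486* at *PH-434* did not pass the G-test (9 and 5 reads, ratio 1.76, interval 0.529 to 6.67), and its ratio fell below 1 in 4 of the 5 other scalings. In the 3 scalings that centre the ratios of the deposited sequences, *osa-MIR5506*, *osa-MIR5514*, *osa-MIR5527* and *osa-MIR5530* no longer passed the G-test. Their ratios were then between 1.75 and 2.76, with a count of 0 set to 1 read. For *osa-MIR5514* and *osa-MIR5527*, with 0 reads in *O. glaberrima*, these ratios are not lower bounds and leave the direction open. No 21-nt sequence is listed under *osa-MIR5517*, *osa-MIR5791*, *osa-MIR5796*, *osa-MIR5800* or *osa-MIR5822*.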

In the same way, other annotated *MIR* loci were evidenced in our analysis of 21-nt phased loci as overlapping loci, suggesting that these loci are phasiRNA-generating loci rather than *MIR* ones: *osa*-*MIR5486, osa-MIR5488*, *osa*-*MIR5506*, *osa*-*MIR5514*, osa-*miR5516*, osa-*miR5519*, *osa*-*MIR5517*, *osa*-*MIR5527*, *osa*-*MIR5530*, *osa*-*MIR5791*, *osa*-*MIR5796*, *osa-MIR5800* and *osa*-*MIR5822* (Additional file 6). Thus, the annotations of these two classes of *MIR* loci (i.e. variant and siRNA-like) should be reconsidered. Similarly to what was reported for *O. sativa* (Jeong et al. 2011), the canonical and variant miRNA families expressed in African rice panicles can be classified according to the length of the highest accumulated small RNA: length ranging from 19- to 25-nt, with 3 main types corresponding to 21-nt (48 %), 24-nt (31 %) and 22-nt (9 %) long mature miRNAs (Additional files 6 and 9).

Most miRNA families were expressed at similar levels in *O. barthii* and *O. glaberrima.* Interestingly, the *miR159/319* families contributed to 64 % of mature miRNA expressed in young panicles of both African species (Additional file 6), in contrast to previous studies of panicle-derived miRNAs in *O. sativa* (Jeong et al. 2011; Peng et al. 2011). This may be related to the specific developmental stages used in our study or may reflect differences between Asian and African rice species. Differential expression affected only a few miRNA families with a trend towards higher expression in *O. barthii* (Fig. 2). These families included the canonical 22-nt *miR2118* and five other ones, namely *miR2275*, *miR5495*, *miR5497*, *miR5516* and *miR5519* (Fig. 2). 

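The deposited table lists 1 sequence under *osa-MIR5516*, CTCATTGCTTCGGTAGGCTGG, with 158 reads in *O. barthii* and 6 in *O. glaberrima*, a ratio of 25.7 (interval 11.5 to 71.1). It is assigned to the phased loci *PH-592* and *PH-594*. Under *osa-MIR5519* it lists 2 sequences of *PH-327* with 1163 and 137 reads, a ratio of 8.28 (interval 6.93 to 9.96), of which TGGCAGAAGTACTGGACTTAG held 1146 and 135. All 3 sequences are marked as phased. Both ratios stayed above 1 in all 5 other scalings.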

The latter two were identified in our study as panicle-expressed 21-nt phasiRNAs (Fig. 2; Additional file 6). The canonical 22-nt miRNA *miR2275* was previously reported to trigger 24-nt phasiRNAs (Johnson et al. 2009; Song et al. 2012a). However, despite over-expression of *miR2275* in *O. barthii,* no major over-expression of a large subset of the 24-nt small RNAs was detected (Additional file 5). The canonical miRNAs *miR5495* and *miR5497* were previously shown in *O. sativa* to be miRNAs specifically expressed in pollen (Wei et al. 2011).

**Fig. 2:**
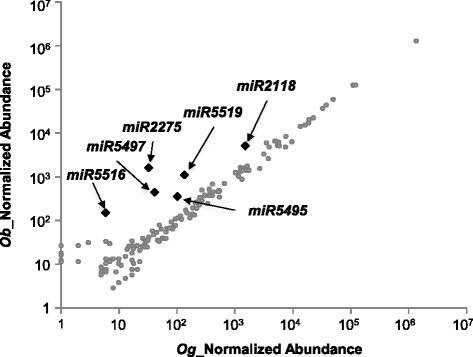
Relative abundance of miRNA families between *O. barthii* (*Ob*) and *O. glaberrima (Og)*. Normalized abundance of miRNA reads. Black diamonds represent the differentially expressed miRNA families, and grey points to non-differentially expressed miRNA families between *O. barthii* and *O. glaberrima*

### Variations in the expression of *miR2118*, 21-nt phasiRNAs and associated precursors during African rice panicle development

The differential accumulation of specific microRNAs and 21-nt phasiRNAs observed between *O. barthii* and *O. glaberrima* may result from differences in their expression levels, but may also reflect a shift in the timing of their expression during panicle development. To test these hypotheses, expression analysis of *miR2118,* 21-nt phasiRNAs and their RNA precursors was performed on 4 distinct morphological stages of panicles collected from *O. barthii* (accession B88) and *O. glaberrima* (variety CG14) (Fig. 3; see Additional file 10 for histological description). Four different phased loci from distinct clusters and chromosomes were considered for the RNA precursors as well as the phasiRNA with the highest level of accumulation for each locus (Fig. 3; Additional files 8, 11 and 12).

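The stem-loop primers of Table S5 identify 1 phasiRNA for each of the loci *PH-12*, *PH-557*, *PH-612* and *PH-779*, and each was the most abundant sequence of its locus in the libraries. For *PH-12*, CGAGCTGTTAACCAGAAAGGG at 2244238 of chromosome 1 had 2641 reads in *O. barthii* and 532 in *O. glaberrima*, a ratio of 4.84 (interval 4.41 to 5.33), which fell to between 0.808 and 0.856 in the 3 scalings that centre the ratios of the deposited sequences. For *PH-557*, CGTTCTGATGATTTGCGGCAT at 21018778 of chromosome 4 had 1757 and 208 reads, a ratio of 8.24 (interval 7.14 to 9.56). For *PH-612*, CCAGCAGGACTTGGGGAACGG at 24872929 of chromosome 5 had 1663 and 141 reads, a ratio of 11.5 (interval 9.69 to 13.8). For *PH-779*, TCATGAATCAGCAGTAGATGA at 16046516 of chromosome 7 had 1816 and 139 reads, a ratio of 12.7 (interval 10.7 to 15.3). The last 3 stayed above 1 in all 5 other scalings. All sequences of the loci *PH-557* (13), *PH-612* (11) and *PH-779* (9) had more reads in *O. barthii*. Summed over each of these loci, the ratio was 8.56, 12.6 and 10.3.

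**Figure D3:**
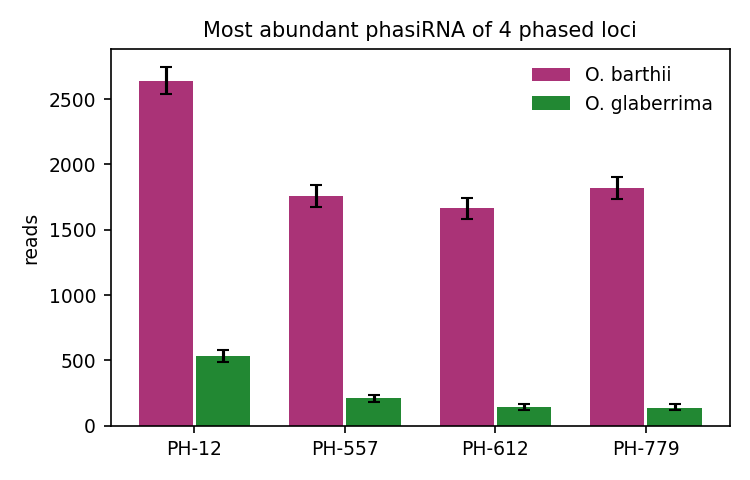
Reads (y axis) of the most abundant phasiRNA of the 4 loci in the *O. barthii* and the *O. glaberrima* library. Error bars are 95% exact Poisson intervals for counting error. At the library scaling used, each phasiRNA had more reads in *O. barthii*, and with the ratios of the deposited sequences centred the ratio of *PH-12* falls below 1.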

**Fig. 3:**
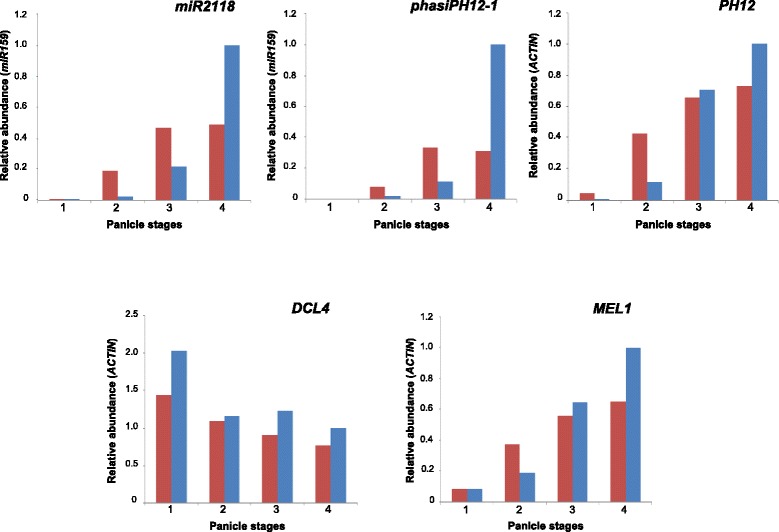
Time course expression analysis of small RNAs and related-regulators during panicle development. qRT-PCR analysis of *miR2118*, *PH12* precursor, *phasiPH12-1*, *DCL4* and *MEL1* ortholog expression levels during panicle development (from stage 1 to stage 4) in *O. barthii* (red) and *O. glaberrima* (blue). Expression values are relative to *O. glaberrima* stage 4 and the gene or miRNA used as reference is indicated. Stage 1, Inflorescence meristem stage, after initiation of primary branch (i.e. rachis and primary branch meristems); stage 2, early branching stage (panicle with elongated primary and higher order branch development); stage 3, late branching stage (i.e. panicle with elongated primary and secondary branches); stage 4, young flowers with differentiated organs

The differential accumulation of *miR2118*, selected phasiRNAs and their corresponding precursors between the two species were validated through Northern-blotting and/or RT-PCRs on RNA bulks similar to the ones used for small RNA deep sequencing (Additional file 8). While neither mature *miR2118* nor 21-nt phasiRNA *phasiPH12-1* were detected at the early morphological stage of panicle development (inflorescence meristem after reproductive transition, stage 1), their expression was initiated earlier in *O. barthii* (early branching stage, stage 2) than in *O. glaberrima* (late branching stage, stage 3). The expression level reached a peak at stage 3 in *O. barthii* and remained at the same level at stage 4 (young flowers with differentiated organs). In *O. glaberrima* the miRNA and phasiRNA were more abundant at stage 4 and displayed a higher expression level than in *O. barthii* at this stage (Fig. 3). Similar patterns of expression were observed during panicle development for 21-nt phasiRNAs from the four phased loci tested (Additional file 12). These findings indicate that the later accumulation of 21-nt phasiRNAs during the panicle developmental time-course in *O. glaberrima* is associated with a later accumulation of *miR2118*. These findings are in agreement with the small RNA-seq data, as the RNA bulks used for sequencing originate from panicles at morphological stages 1 to 3, in which *miR2118* and 21-nt phasiRNAs are accumulated at higher levels in *O. barthii* than in *O. glaberrima*.

Similarly to Komiya et al. (2014), we showed that the 21-nt phasiRNAs from the African species were generated from polyA-tailed long non-coding RNAs (lncRNAs) (Additional file 11). The accumulation patterns of these polyA-tailed lncRNAs were similar to those of the phasiRNAs with a later initiation of expression in *O. glaberrima* than in *O. barthii,* regarding the morphological stages (Fig. 3; Additional file 12). Furthermore, we investigated the accumulation levels of mRNAs corresponding to gene orthologs encoding other factors involved in the biogenesis of the *miR2118*-triggered 21-nt phased RNAs, such as the OsDCL4 DICER-like protein, and the gamete-specific *Argonaute* protein MEL1 (Song et al. 2012a, b; Komiya et al. 2014). The accumulation level of African rice *OsDCL4* ortholog mRNAs decreases slightly over the 4 stages, while African rice *MEL1* ortholog mRNA accumulation increases from stage 1 to stage 4 in a similar pattern to the small RNAs and lncRNAs (Fig. 3; Additional file 12). Taken together, these data suggest that the accumulation levels of phasiRNAs may depend on *miR2118,* phased loci-associated lncRNAs and African rice *MEL1* ortholog transcript accumulation levels rather than to those of the *OsDCL4* ortholog*.*

To determine the spatial expression patterns of *miR2118, phasiPH12-1* and *PH12* lncRNAs during panicle development, *in situ* hybridization analysis was performed at different developmental stages of young panicles from the two species (Fig. 4). Similar patterns were observed for the two species with variations in spatial patterning of these factors. This analysis revealed that the onset of the *miR2118*-triggered 21-nt phasiRNA pathway is sequential in terms of initiation of expression. *PH12* lncRNAs are detected first in spikelet meristems and are maintained in developing florets, but only in stamens and more specifically in the pollen sac. Subsequently, *miR2118* specifically accumulates in the hypodermis of developing stamens (prior to pollen sac differentiation) at the early floret differentiation stage, then in the epidermis and the pollen sac in differentiated stamens at later stages. Finally, the *phasiPH12-1* phasiRNAs are specifically located in pollen sac of differentiated stamens subsequent to *miR2118* detection (Fig. 4). Eventually, all three signals were observed at the same location at later stages (i.e. pollen sac).

**Fig. 4:**
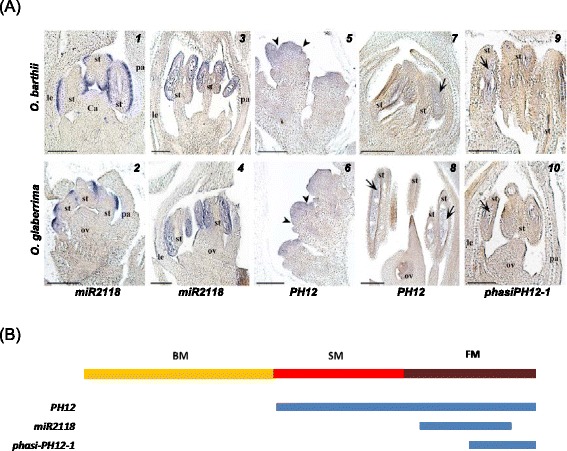
*In planta* expression analysis of small RNAs and related-regulators during panicle development. **a** *In situ* hybridization of mature *miR2118* (1–4), *PH12* mRNA precursor (5–8) and *phasiPH12-1* (9–10) in spikelet meristem (SMs), floret meristem (FMs) and differentiated floret in *O. barthii* (B88) and *O. glaberrima* (CG14). Mature *miR2118* transcripts were detected in the outer cell layer of stamens (*i.e.* hypodermis) (1–2) and later in pollen sac (3–4). Precursor *PH12* mRNAs were detected in the spikelet meristem (5–6) and in pollen sac of the anthers (arrow) (7–8). The *phasiPH12-1* small RNAs were detected in the pollen sac of the anthers in florets (9–10). This panel of photos illustrates stages for which the transcripts were detected. le, lemma; pa, palea; st, stamen; ca, carpel; ov, ovule. Arrowheads, lemma and palea primordium formation in SMs; arrow, anthers. Scale bars: 100 μm. **b** Schematic view of the expression profiling of *PH12* mRNA precursor, mature *miR2118* and *phasiPH12-1* regarding meristem state and developmental timing based on *in situ* hybridization data. Blue boxes illustrate transcript detection periods. BM: branch meristem; SM: spikelet meristem; FM: floret meristem

Our spatial expression analysis of *miR2118*, *phasiPH12-1* and *PH12* lncRNA and their differential accumulation patterns with respect to the morphological stages of panicle development between the two species indicates that at the branching stage, the gamete-associated small RNAs are initiated later and expressed at lower levels in *O. glaberrima* than in *O. barthii*. This suggests that for the same morphological stage of panicle development, stamen differentiation, and therefore floret differentiation, might be delayed in *O. glaberrima* with respect to its wild relative, *O. barthii*.

### Variations in expression of a spikelet-related gene during panicle development

To investigate this hypothesis further, we analysed the expression pattern of orthologs of the *O. sativa* E-function MADS-box *LEAFY HULL STERILE1* (*LHS1)/OsMADS1* gene that promotes the determination of meristems (i.e. spikelet and floret meristems) (Jeon et al. 2000; Cui et al. 2010; Khanday et al. 2013). Using *in situ* hybridization, we investigated the expression pattern of the *LHS1* ortholog in *O. barthii* and *O. glaberrima* panicles at the early branching stage. In the two species*, LHS1* mRNA was detected specifically in SMs (Fig. 5). However, while the *LHS1* mRNA signal was observed in some lateral meristems in *O. glaberrima*, it was detected in all lateral meristems in *O. barthii* (Fig. 5). This supports the hypothesis that for the same morphological stage, all terminal and lateral meristems had acquired the spikelet fate in *O. barthii*, whereas in *O. glaberrima* few had done so. These observations are also in agreement with the gamete-associated small RNA profiling data obtained.

**Fig. 5:**
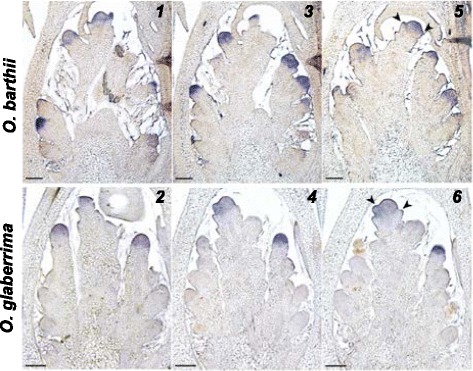
*In situ* expression analysis of *LHS1* gene in young panicles from African rice. *In situ* hybridization of *LHS1* transcripts in serial sections of spikelet meristems (SMs) of *O. barthii* (1–3) and *O. glaberrima* (4–6); arrowheads, lemma and palea primordium formation in SMs. Scale bars: 100 μm

## Discussion

### Conservation of *miR2118*-triggered 21-nt phasiRNAs in Oryza species

Using panicle-derived small RNA transcriptome sequencing in *O. glaberrima* and its wild ancestor, *O. barthii,* we showed that 29 % of the 21-nt small RNA population is drastically repressed (or non activated) in cultivated genotypes during the branching stage of panicle development. This large difference in expression pattern suggests a change in regulation of key regulatory molecules(s). The altered fraction of small RNAs corresponds mainly to 21-nt phasiRNAs generated from nearly a thousand non-coding RNA loci, associated with altered expression of the 22-nt microRNA *miR2118*. This is in agreement with observations in *O. sativa* that panicle-specific 21-nt phasiRNAs are produced from multiple non-coding RNA loci through an RDR6/DCL4-dependent pathway triggered by the microRNA *miR2118* (Johnson et al. 2009; Song et al. 2012a, b). The synthesis of secondary siRNAs (or phasiRNAs) in reproductive organs from non-coding loci has only been reported in rice, maize and *Brachypodium*, suggesting a recent origin of these secondary siRNAs from a common ancestor of grasses (Zheng et al. 2015; Johnson et al. 2009; Song et al. 2012a, b; Zhai et al. 2015, Vogel et al. 2010). However, the low conservation of these loci across the group suggests that they may have species-specific functions (Zheng et al. 2015;, Komiya et al. 2014). Interestingly, *miR2118*-triggered secondary siRNA synthesis is also conserved across distantly related species, such as *Medicago truncatula*, tobacco and tomato. However, in these eudicot species, the *miR2118* family members (including *miR482* family members) were recruited to initiate secondary siRNAs on mRNAs encoding NBS-LRR proteins involved in disease resistance (Zhai et al. 2011; Li et al. 2012; Shivaprasad *et al.*^2012^).

Our study revealed conserved features of panicle-associated 21-nt phasiRNAs and associated loci between *Oryza* species. However, this analysis was limited to the fraction of small RNAs corresponding to *O. barthii* and *O. glaberrima* phasiRNAs conserved in *O. sativa* (i.e. mapped to the *O. sativa* genome), and does not provide a complete overview of the complexity of phased loci in African rice species and their evolution during the African domestication process. The genome sequence of *O. glaberrima* accession CG14 was recently published (Wang et al. 2014), however, we obtained better mapping results from our small RNA sequence data using the reference genome *O. sativa* ssp *japonica* cv Nipponbare MSU v7.0 than the *O. glaberrima* CG14 released sequence: 72.1 % of small RNA reads from both African species using Nipponbare MSU v7.0 sequence in contrast to 61.6 % and 56.2 % from *O. barthii* and *O. glaberrima* respectively using the *O. glaberrima* reference genome AGl1.1. For this reason, we continued to perform our small RNA sequence data analysis using the *O. sativa* Nipponbare reference genome. Nevertheless, it might be expected that higher diversification occurred between Asian and African rice since they diverged about 1 million years ago, whereas *O. glaberrima* and *O. barthii* diverged about 3000 years ago. Consequently, our quantitative analysis in African rice will be only marginally biased by evolutionary differences at the sequence level between the two African rice species. However, the number of overlapping phased loci between African rice species and *O. sativa* is quite low. About 1136 phased loci were identified from 4-cm long panicles of *O. sativa* ssp *indica* var 93–11. However, only 416 out of the 892 detected phased loci in African species overlapped phased loci detected in *O. sativa* spp *indica* var 93–11 (Song et al. 2012a). This may be because they were identified in a different way, i.e. based on different stages of panicle development. It should also be noted that more small RNA sequences were characterized in our study. 

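The deposited table names an overlapping locus of *O. sativa* ssp *indica* for the sequences of 409 of the 892 phased loci (45.9%, interval 42.5 to 49.2%).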

Even if sequences are conserved between *Oryza* species, it cannot be ruled out that species-specific expression patterns of these lncRNA loci may occur. Moreover, 40 % of the detected loci associated with differentially expressed 21-nt phasiRNAs between the two African species had no *miR2118* recognition site motif, suggesting a potentially distinct mechanism of production. 

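Of the 845 phased loci with more reads in *O. barthii*, 316 had no motif listed (37.4%, interval 34.1 to 40.8%). The log2 ratio of all loci without a motif had quartiles of 2.40 and 3.68, and that of loci with a motif had quartiles of 2.54 and 3.66.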

Another possible explanation would be that *miR2118* recognition sites are present in the African rice genome at these loci but not in the *O. sativa* genome. In addition, in our comparative analysis, 48 % of the over-expressed 21-nt small RNAs in *O. barthii* mapping to the *O. sativa* genome were not associated with the detected phased loci, and also originated mainly from unannotated regions of the genome. It is possible that these remaining over-expressed 21-nt small RNAs belong to phased loci specific to African rice genomes that were not detectable in our analysis because of sequence divergence from the *O. sativa* reference, or that they are associated with non-coding loci unrelated to phased small RNA generating loci. Recently, Zhang et al. (2014b) showed that a large set of long non-coding RNAs was expressed in anthers and pistils of *O. sativa* rice. Interestingly, only 122 of the 1624 reported lncRNA loci were associated with small RNAs (Zhang et al. 2014b). In agreement with this, only a few of the reported lncRNA loci overlapped with the *miR2118*-associated phasiRNA-generating loci in *O. sativa* and African rice species (data not shown). This suggests that these lncRNAs are mostly not associated with the production of phasiRNAs or other small RNAs and may act through other mechanisms during plant development.

### The *miR2118*-triggered 21-nt phasiRNAs are markers of male-gametogenesis in African rice

The function of the 21-nt phasiRNAs during panicle development is still unclear. MicroRNA *miR2118* has been reported to be preferentially expressed in rice and maize stamens, suggesting a role in male gametogenesis (Song et al. 2012a). Recently, it was shown that the function of this class of phased small RNA was dependent on the germ line-specific Argonaute (AGO) protein MEL1 through a direct interaction between MEL1 and phasiRNAs (Komiya et al. 2014). Moreover, as mature *miR2118* was detected in the MEL1-binding small RNA fraction, it was argued that MEL1 might play a role in the first steps of the 21-nt phasiRNA biogenesis pathway as the AGO protein in the *miR2118*-driven RISC triggering to the first cleavage of lncRNA precursors (Komiya et al. 2014). This is in agreement with the expression pattern observed for *MEL1* and *miR2118. MEL1* mRNAs were observed to be first detectable by *in situ* hybridization in the hypodermis of developing stamen primordia in a spotty pattern, similarly to that which we observed for *miR2118* microRNA, later becoming restricted to microsporangia and pollen sac (Nonomura et al. 2007). In our study, while *PH12* precursor lncRNAs were detected in the spikelet meristem differentiation stage, *phasiPH12-1* was only detected in the stamens of differentiating florets and co-localized with *PH12* precursor lncRNAs, but only after *miR2118* was observed to accumulate. The latter was first limited to the hypodermis of differentiating stamens and extended to the pollen sac in later stages. Together, these data suggest that the 21-nt phasiRNA regulatory network is initiated early during panicle development from the stage of spikelet meristem establishment, before *miR2118* and *MEL1* expression, through the induction of lncRNA precursor expression. The co-expression of *miR2118* and *MEL1* in the hypodermis of the differentiating stamen would result in the initiation of the 21-nt phasiRNA biogenesis pathway, leading to the accumulation of the phasiRNAs. However, the *trans-*acting factors involved in the regulation of the lncRNA precursors are still unknown. Zhai et al. (2015) have recently shown that maize *miR2118*-triggered 21-nt phasiRNAs correspond to premeiotic siRNAs in anthers, with a similar spatial patterning observed in rice, indicating a conservation of the spatial regulation of this pathway in grasses.

Although direct evidence is still lacking for the involvement in male gametogenesis of *miR2118* and the associated phasiRNAs and lncRNA precursors, their involvement is supported by the phenotypes of *rdr6* and *dcl4* mutants affected in flower and stamen development (Liu et al. 2007; Song et al. 2012b). Moreover the *mel1* mutant phenotype indicates that the MEL1 AGO protein mediates the regulation of germ-line mother cell development and meiosis in both male and female organs, suggesting that the MEL1-phasiRNA complexes may be involved in these processes (Nonomura et al. 2007; Komiya et al. 2014). The remaining question is whether these phasiRNAs can be considered as *ta*-siRNA (secondary siRNAs targeting other mRNAs). The predominant accumulation of MEL1 protein in the cytoplasm would favour a *trans*-acting function of MEL1-phasiRNA complex on mRNAs but without cleavage activity of the putative targets (Komiya et al. 2014; Zhai et al. 2015).

### Differential rate of determinate fate acquisition in the panicle meristems of African rice

Our comparative analysis of small RNA expression with respect to the development of the African rice panicle suggests that the spikelet/floret fate acquisition rate differs between the two species: for a similar morphological complexity during the early branching stage, all meristems are converted into spikelets in *O. barthii* whereas only those of the apical part of the panicle branches are converted in *O. glaberrima,* as suggested by the expression pattern of the spikelet-associated MADS-box gene *LHS1/OsMADS1*. This difference was paralleled by the later initiation of expression and lower accumulation during the branching stage of the 21-nt phasiRNA pathway members (*miR2118*, *MEL1*, *lncRNAs* and *phasiRNAs*) in *O. glaberrima*, as well as the lncRNA precursors expressed in spikelet meristems. The differential rate of spikelet transition observed between the two species may be explained by a shorter duration of development in *O. barthii* than in *O. glaberrima* but also possibly by the synchronous transition of the apical and lateral meristems from the indeterminate to the determinate state in *O. barthii*.

Theoretical modelling of inflorescence architecture suggests that inflorescence branching complexity and its evolution depends on differences in the timing of floral (i.e. determinate) fate acquisition in apical and/or lateral meristems (Prusinkiewicz et al. 2007). This biological basis is supported by the analysis of various mutants affected in floral meristem identity in different species, notably in *Arabidopsis thaliana*, *Antirrhinum majus*, petunia and tomato (Koes 2008; Moyroud et al. 2010; Park et al. 2014). A comparative study of the diversity of inflorescence architecture in tomato based on meristem-specific transcriptome analysis provided support for this model (Park et al. 2012). In the case of the grass inflorescence and more specifically the rice panicle, it was also reported that variations in panicle architecture depended on the activity or expression levels of both meristem fate controlling genes and branch-promoting genes (Kyozuka et al. 2014; Zhang and Yuan 2014). In the context of our comparative analysis of African rice species, a differential rate of determinate fate acquisition in panicle meristems would result in a longer or higher rate of branching activity in *O. glaberrima* compared to *O. barthii*, leading to a higher branch complexity in the domesticated species. However, further functional studies are required to define the link between the major regulatory changes of spikelet-related gene expression and the panicle phenotypic variations associated with domestication.

## Conclusions

We provide evidence that the male-gametogenesis-specific 21-nt phasiRNA pathway triggered by *miR2118* is conserved in both wild relative and domesticated African rice species. Our study shows that the onset of the *miR2118*-triggered 21-nt phasiRNA pathway is sequential in terms of initiation of expression with variations in spatial patterning of these factors. This pathway is initiated when spikelet meristems are established, through the activation of lncRNA precursor expression. Our study provides evidence that the differential expression of the *miR2118*-triggered 21-nt phasiRNA pathway in *O. barthii* and *O. glaberrima* may be associated with different rates of determinate meristem fate acquisition during branching stage of panicle development. It will be of great interest to determine whether a similar scenario has occurred in the Asian rice species (*O. sativa* vs*. O. rufipogon*), so as to determine whether or not the phenotypic convergence of panicle development observed between the two domestication processes is paralleled by similar changes in the expression of molecular regulatory components associated with spikelet differentiation and panicle architecture complexity.

## Methods

### Plant materials and panicle sampling

For Illumina sequencing, 10 accessions of *O. glaberrima* and 10 accessions of *O. barthii* (see Additional file 1: Table S1) were grown in the greenhouse at IRD, Montpellier. Around 15 panicles from each accession were collected from 4 to 15 days after induction, to obtain homogeneous representation of early developmental stages corresponding to early rachis elongation to early floret differentiation.

For histological analysis and expression analysis, CG14 and B88 plants were grown in growth chamber at IRD, Montpellier (France) with a 14-10 h day/night cycle at 32 °C/28 °C and humidity at 60 %. Flowering was induced by short day conditions (10-14 h day/night cycle). Panicles were collected at 4 different morphological stages: stage 1, inflorescence meristem stage, after initiation of primary branch (i.e. rachis and primary branch meristems); stage 2, early branching stage (i.e. panicle with elongated primary and higher order branch development); stage 3, late branching stage (i.e. panicle with elongated primary and secondary branches); stage 4, young flowers with differentiated organs (Additional file 10).

### Illumina sequencing and data processing

Total RNAs (including small RNAs) were extracted using an RNeasy Plant Mini Kit with RLT and RWT buffers (Qiagen, France). DNase treatments were performed using the RNAeasy-free DNase set (Qiagen, France). Two bulks of total RNAs corresponding to a mix of total RNAs from the 10 accessions of the two species were used for sequencing. Purified small RNA sequencing was performed by Eurofins/MWG Operon (Germany) on an Illumina *Hi-seq 2000* using the TruSeq™ SBS v5 sequencing kit. The complete raw dataset is available in NCBI Gene Expression Omnibus repository [GEO: GSE48346]. The raw data were trimmed by removing adapter sequences and low quality sequences using *CutAdapt* (Martin 2011). All the trimmed reads ranging from 18 to 28 nucleotides were clustered and mapped to *O. sativa ssp japonica* cv Nipponbare genome (MSU release version 7; http://rice.plantbiology.msu.edu/) using *BLAST* (Altschul et al. 1990) (Additional file 4) in order to evaluate library quality. The 18–28 nucleotide reads were them annotated through a filtering process using successive hierarchical *BLAST* (Additional file 4) versus (in order) miRBase v17.0 (Kozomara and Griffiths-Jones 2011), Rfam v7, a home-made repeat database (successive curated concatenation of *RetrOryza*, RepBase, TREP and TIGRRepeats), CDS then gene features (i.e. introns and UTRs) from *Oryza sativa ssp japonica var* Nipponbare MSU v7.0 annotation, and finally the MSU v7.0 rice genome for the sequences not similar to miRNAs, non coding RNAs, Repeat-associated sequences and genes. BLAST filtering was done using *Oryza* genus data form the different databases (i.e. mainly *O. sativa*). Mapping of the sequences to the *O. sativa* MSU v7.0 reference genome was done for the last three steps of our annotation pipeline. This genome was used as a reference because (*i*) of its equal divergence to the two species we analyzed (avoiding favoring one species in mapping analyses rather than the other one), and (*ii*) because of the larger resources in terms of annotation, expression data and genomic information available for this species. The *BLAST* and post-filter parameters used were probability of 85 %, e-value of 10^−3^, on a size of 85 % of the reads (minimum size of 16). The same *BLAST* parameters were used throughout the analysis. Mapping from *O. glaberrima* and *O. barthii* small RNA sequences was then compared and filtered using a series of homemade *Perl* scripts (available on demand). Comprehensive analysis of the miRNA-associated small RNAs from African rice species was limited to the families present in *O. sativa*, and did not include diverse isoforms. For the same reason, potential African rice specific miRNAs were not investigated. The 21-mers were used in phasing analysis with the *ta-si Prediction* tool from the *UEA sRNA workbench* facilities (http://srna-workbench.cmp.uea.ac.uk/; Stocks et al. 2012). A post-analysis manual filtering was performed for sequences mapping to more than 10 loci in genome, as well as telomere-associated loci, leading to the deletion of 123 loci from the 1015 initial loci reported in *ta-si Prediction* tool outputs. Once the loci were identified, we used the *EMBOSS* software suite v6.5.7.0 (Rice et al. 2000) to extract −500/+500 bases around each locus, and treated them using *MEME* v4.8.1 (Bailey and Elkan 1994). Then*,* the loci sequences were used as a BLAST database to add other 21-nt sequences that were not identified originally as phased (in order to by-pass the genome divergence), in two pass: first we select only new sequences with 100 % of identity on 85 % of their length (minimum HSP length of 16), then we change the threshold to 85 % of identity on 85 % of their length (min HSP length of 16). Finally, statistical tests of all the processed data were performed using *g-test* and a fixed *p*-value of 10^−3^. Depending on the experiment, the degree of freedom was adjusted but was generally 1. All the calculations were performed using homemade *Perl* scripts and CPAN statistical modules.

### Quantitative RT-PCR analysis

Total RNAs (including small RNAs) were extracted as described before, from the 4 individual morphological stages of young panicles of *O. glaberrima* (CG14) and *O. barthii* (B88). First-stand cDNA was synthesised using SuperScript III cDNA First-strand synthesis system (Invitrogen). Quantitative stem-loop RT-PCR analyses on small RNAs were performed using 100 ng of total RNA according to Varkonyi-Gasic et al. (2007) with reverse transcription at 42 °C in conjunction with small RNA-specific stem-loop primers. Quantitative RT-PCR analyses on mRNAs were performed using 1 μg of total RNA in conjunction with polydT or random hexamer primers according to the manufacturer’s instructions. qRT-PCRs were performed using LightCycler 480 thermocycler (Roche, France) in conjunction with SYBR Green I master mix (Roche, France) in 8 μL reaction mix containing 2 μL of diluted RTs and 0.8 μL of forward and reverse primers at 10 μM. The qPCR amplification conditions include 3 stages: pre-incubation (95 °C in 10 min); amplification with 45 cycles (95 °C 15 s and 60 °C 30s); melting curve (95 °C 5 s and 70 °C 1 min). In stem-loop qRT-PCR, the levels of miRNA were normalized by mature *miR159* expression level. In classic qRT-PCR, mRNAs were normalized to the rice *Actin* gene (*LOC_Os03g50885.1*). Each set of experiments was repeated three times, and the relative quantification method with efficiency corrected calculation model (Souaze et al. 1996) was used to evaluate quantitative variations. The primers used are listed in Additional file 1: Table S5.

### *In situ* hybridizations

PCR amplifications were performed with gene-specific antisense primers tailed with a T7 RNA polymerase binding site (see Additional file 1: Table S5 for primer sequences). The resulting DNA fragments were used directly as templates for synthesizing antisense ribo-probes incorporating UTP–digoxigenin (Roche) as the label in conjunction with a T7 Maxi Script kit (Ambion). For *miR2118*, *PH12* precursor and *phasiPH12-1* detection, 0.02 μM of a 5′ digoxigenin–labeled LNA probe complementary to the target (see Additional file 1: Table S3 for primer sequences) was used. *In situ* hybridization experiments were carried out as described by Adam et al. (2011). Detection was performed using the Vector Blue Alkaline Phosphatase Substrate Kit III (Vector Laboratories). Slides were observed and photographed by Evolution MP5.0 colour Media Cybernetics camera in conjunction with a Leica DMRB microscope and images were processed using Photoshop CS6.

## Additional files

Additional file 1: Table S1. List of genotypes used in this study. **Table S2.** Summary statistics of small RNA libraries. **Table S3.** Summary of sequence number (clusters and reads) mapped to *O. sativa* Nipponbare reference genome (MSU7.0) and *O. glaberrima* CG14 reference genome for *O. barthii* and *O. glaberrima* small RNA sequences. **Table S4.** Summary of sequence number (clusters and reads) in each annotation class (i.e. sequence databases) for *O. barthii* and *O. glaberrima* small RNA sequences based on BLAST-filtering. **Table S5.** List of primers used in this study. The bases in brackets represent the ones that were modified LNAs. The sequences in italic correspond to stem-loop region for stem-loop RT-PCRs. The underline sequences correspond to T7 RNA polymerase binding site used for RNA probe synthesis. (PDF 191 kb) Additional file 2: Size distribution, mapping and annotation of *O. barthii* and *O. glaberrima* panicle-derived small RNAs on *O. sativa Nipponbare* genome. (a) Small RNA size distribution of clusters (distinct) and reads (abundance). The size of small RNAs was plotted *versus* frequency (percentage relative to total abundance). (b) Mapping rate (percentage relative to total number) of clusters (i.e. distinct sequences) and total reads on *O. sativa nipponbare* MSU7.0. The percentage values are indicated in the bars. (c) Small RNA annotation frequency (percentage relative to total abundance) of clusters (distinct) and individual reads (abundance). The percentage values are indicated in the bars. (d) Size distribution of the annotated small RNA clusters (i.e. distinct sequences) according the annotation classes. (e) Size distribution of the annotated small RNA sequences (i.e. abundance/reads) according the annotation classes. (PDF 333 kb) Additional file 3: Genomic distribution and abundance of *O. barthii* and *O. glaberrima* panicle-derived small RNAs on *O. sativa nipponbare* genome. (a) Distribution and abundance of *O. barthii* reads vs*. O. sativa nipponbare* genome MSU7.0. (b) Distribution and abundance of *O. glaberrima* reads vs. *O. sativa nipponbare* genome MSU7.0. (PDF 1091 kb) Additional file 4: Bio-informatic workflow for small RNA analysis. (PDF 158 kb) Additional file 5: Relative abundance of small RNAs between *O. barthii* and *O. glaberrima*. (a) Relative abundance of small RNAs between *O. barthii* (*Ob*) and *O. glaberrima* (*Og*) according to their size (from 18- to 28-nt small RNAs). LogPlots of normalized abundance of distinct small RNA sequences. (b) Relative abundance of the annotation classes of 21-nt small RNAs between *O. barthii* (*Ob*) and *O. glaberrima* (*Og*). LogPlot of normalized abundance of distinct small RNA sequences. Black dots represent global 21-nt small RNAs, and red dots the class of annotated 21-nt small RNAs. (c) Relative abundance of the annotation classes of 24-nt small RNAs between *O. barthii* (*Ob*) and *O. glaberrima* (*Og*). LogPlot of normalized abundance of distinct small RNA sequences. Black dots represent whole 24-nt small RNAs, red dots represent the class of annotated 24-nt small RNAs. (PDF 1571 kb) Additional file 6: 21-nt small RNAs associated to phased loci and mature miRNA families detected in young panicles of *O. glaberrima* and *O. barthii*. (a) *O. sativa* Nipponbare loci associated with 21-nt phased and unphased siRNAs from *O. barthii* and *O. glaberrima* detected using sRNAworkbench facilities. (b) Normalized count of reads (relative abundance for 2 millions of total reads) associated with mature miRNA families in relation to small RNA size. (PDF 383 kb) Additional file 7: Genomic distribution, abundance and complexity of *O. barthii* and *O. glaberrima* 21-nt phased small RNAs on *O. sativa nipponbare* genome (MSU 7.0). (a) Genomic distribution and abundance of *O. barthii* and *O. glaberrima* 21-nt phasiRNAs on *O. sativa nipponbare* genome (MSU 7.0). (b) Distribution of number of detected 21-nt phasiRNAs from African species per phased locus on *O. sativa nipponbare* genome (MSU 7.0). (PDF 547 kb) Additional file 8: Sequences and phasiRNA abundances of the 4 phased loci used for validation. The 4 phased loci reported here were used for stem-loop RT-PCR (phasiRNAs) and classical RT-PCR (lncRNAs) validation. The positions of the phased loci on MSU7.0 chromosomes are indicated. The alignment between *miR2118f* and the phased locus is indicated. The *miR2118* recognition site is in blue. The phasiRNAs detected in the plus strand are highlighted alternately in green and in red. The phasiRNAs detected in the minus strand are underlined alternately in green and in red. The phasiRNA boxed in yellow is the most abundant one and the one used for stem-loop RT-PCR validation and qRT-PCR analysis. Histograms illustrate the relative abundance of the detected phasiRNAs per locus in the two species (PDF 159 kb) Additional file 9: Features of *O. barthii* and *O. glaberrima* panicle-derived microRNAs and abundance of sequences related to microRNA precursor sequences. (a) Size distribution of clusters (distinct) and reads (abundance) related to *O. sativa* microRNAs in *O. barthii* and *O. glaberrima*. (b) Relative abundance of *O. barthii* and *O. glaberrima* reads related to *O. sativa* microRNA precursors. The precursors are classified according to the abundance distribution pattern as defined by Jeong et al. (2011) (i.e. canonical, variant, siRNA-like). (PDF 200 kb) Additional file 10: Histological description of selected developmental stages of African rice panicles. *O. barthii*: 1,3,5,7,9,11; *O. glaberrima*: 2,4,6,8,10,12; stage 1: unbranched stage with elongation of rachis meristem (arrowheads) and formation of primary branch meristems (*) (1,2); stage 2: early branching stage with rachis meristem (arrowheads) and elongating primary branches (3,4). At the end of this stage, secondary branches (white *) are initiated from PBs (*) (5,6); stage 3: late branching stage with elongated secondary branch and spikelet meristem (SM) and floret meristem (FM) differentiation (7,8); stage 4: floret organ differentiation/development (9,10); mature stage: 11 and 12. White arrowhead: vestige of aborted rachis meristem. Scale bar: 100 μm. (PDF 1544 kb) Additional file 11: RNA-seq data validation by northern-blotting and semi-quantitative RT-PCR for miRNAs, phasiRNAs and ncRNAs associated with phased loci in panicle-derived small RNA bulks from *O. barthii* (*Ob*) and *O. glaberrima* (*Og*). (a) Northern blot hybridization using *miR2118* as probe. U6 probe was used as control. (b) Stem-loop RT- PCR analysis of various miRNAs and phasiRNAs. *miR159a* probe was used as a loading control. (c) Classic RT-PCR analysis of ncRNAs associated with 21-nt phased small RNA loci using from polydT primer (dT) or random hexamer primers (RH) for the RTs. The *ACTIN* gene (*Os03g50885*) was used as a loading control. (d) Test of specificity of stem-loop RT-PCRs against phasiRNAs on *PH12* and *PH779* loci, in conjunction with phasiRNA specific forward primer (PH12-F and PH779-F primers; phasiRNA label) and long ncRNA forward primer (PH12-F2 and PH779-F2 primers; long ncRNA label). Controls: 1. RT reaction using *O. glaberrima* RNA bulk without stem-loop RT primer; 2. RT reaction using *O. barthii* RNA bulk without stem-loop RT primer; 3. RT-PCR without stem-loop RT matrix; Ø: RT-PCR without RT. See Additional file 1: Table S5 for primer and probe sequences. (PDF 1888 kb) Additional file 12: Expression patterns of phasiRNAs and lncRNA precursors associated with 21-nucleotide phased loci in *O. glaberrima* and *O. barthii*. qRT-PCR analysis of 21-nucletiode phasiRNAs expression levels (a) and lncRNAs (b) from 3 distinct phased loci (*PH557, PH612* and *PH779*) during panicle development in *O. barthii* (red) and *O. glaberrima* (blue). Expression values are relative to *O. glaberrima* stage 4 and the *ACTIN* gene or *miR159* miRNA used as reference is indicated. Panicle stages: Stage 1, Inflorescence meristem stage, after initiation of primary branch (i.e. rachis and primary branch meristems); stage 2, early branching stage (panicle with elongated primary and higher order branch development); stage 3, late branching stage (i.e. panicle with elongated primary and secondary branches with spikelets and beginning of floret differentiation); stage 4, young flowers with differentiated organs. See Additional file 1: Table S5 for primer sequence.

## References

[CR1] Adam H, Marguerettaz M, Qadri R, Adroher B, Richaud F, Collin M, Thuillet AC, Vigouroux Y, Laufs P, Tregear JW, Jouannic S (2011). Divergent expression patterns of *miR164* and *CUP-SHAPED COTYLEDON* genes in palms and other monocots: implication for the evolution of meristem function in angiosperms. Mol Biol Evol.

[CR2] Allen E, Xie Z, Gustafson AM, Carrington JC (2005). MicroRNA-directed phasing during trans-acting siRNA biogenesis in plants. Cell.

[CR3] Altschul SF, Gish W, Miller W, Myers EW, Lipman DJ (1990). Basic local alignment search tool. J Mol Biol.

[CR4] Arikit S, Zhai J, Meyers BC (2013). Biogenesis and function of rice small RNAs from non-coding RNA precursors. Curr Opin Plant Biol.

[CR5] Bailey TL, Elkan C, Altman R, Brutlag D, Karp P, Lathrop R, Searls D (1994). Fitting a mixture model by expectation maximization to discover motifs in biopolymers. Proceedings of the Second International Conference on Intelligent Systems for Molecular Biology.

[CR6] Caicedo AL, Williamson SH, Hernandez RD, Boyko A, Fledel-Alon A, York TL, Polato NR, Olsen KM, Nielsen R, McCouch SR, Bustamante CD, Purugganan MD (2007). Genome-wide patterns of nucleotide polymorphism in domesticated rice. PLoS Genet.

[CR7] Carroll S (2008). Evo-Devo and an expanding evolutionary synthesis: a genetic theory of morphological evolution. Cell.

[CR8] Cui R, Han J, Zhao S, Su K, Wu F, Du X, Xu Q, Chong K, Theissen G, Meng Z (2010). Functional conservation and diversification of class E floral homeotic genes in rice (*Oryza sativa*). Plant J.

[CR9] Doebley J, Lukens L (1998). Transcriptional regulators and the evolution of plant form. Plant Cell.

[CR10] Huang X, Kurata N, Wei X, Wang Z-X, Wang A, Zhao Q, Zhao Y, Liu K, Lu H, Li W (2012). A map of rice genome variation reveals the origin of cultivated rice. Nature.

[CR11] Jeon JS, Jang S, Lee S, Nam J, Kim C, Lee SH, Chung YY, Kim SR, Lee YH, Cho YG (2000). *leafy hull sterile1* is a homeotic mutation in a rice MADS box gene affecting rice flower development. Plant cell.

[CR12] Jeong D-H, Park S, Zhai J, Gurazada SGR, De Paoli E, Meyers BC, Green PJ (2011). Massive analysis of rice small RNAs: mechanistic implications of regulated microRNAs and variants for differential target RNA cleavage. Plant cell.

[CR13] Johnson C, Kasprzewska A, Tennessen K, Fernandes J, Nan G-L, Walbot V, Sundaresan V, Vance V, Bowman LH (2009). Clusters and superclusters of phased small RNAs in the developing inflorescence of rice. Genome res.

[CR14] Jones-Rhoades MW, Bartel DP, Bartel B (2006). MicroRNAS and their regulatory roles in plants. Ann Rev Plant Biol.

[CR15] Khanday I, Yadav SR, Vijayraghavan U (2013). Rice *LHS1/OsMADS1* controls floret meristem specification by coordinated regulation of transcription factors and hormone signaling pathways. Plant Physiol.

[CR16] Koes R (2008). Evolution and development of virtual inflorescences. Trends Plant Sci.

[CR17] Komiya R, Ohyanagi H, Niihama M, Watanabe T, Nakano M, Kurata N, Nonomura K-I (2014). Rice germline-specific Argonaute MEL1 protein binds to phasiRNAs generated from more than 700 lincRNAs. Plant J.

[CR18] Kozomara A, Griffiths-Jones S (2011). miRBase: integrating microRNA annotation and deep-sequencing data. Nucl Acids Res.

[CR19] Kyozuka J, Tokunaga H, Yoshida A (2014). Control of grass inflorescence form by the fine-tuning of meristem phase change. Curr Opin Plant Biol.

[CR20] Li Y, Li C, Xia J, Jin Y (2011). Domestication of transposable elements into MicroRNA genes in plants. PLoS ONE.

[CR21] Li Z-M, Zheng X-M, Ge S (2011). Genetic diversity and domestication history of African rice (*Oryza glaberrima*) as inferred from multiple gene sequences. Theor Appl Genet.

[CR22] Li F, Pignatta D, Bendix C, Brunkard JO, Cohn MM, Tung J, Sun H, Kumar P, Baker B (2012). MicroRNA regulation of plant innate immune receptors. Proc. Natl. Acad. Sci. U.S.A..

[CR23] Linares OF (2002). African rice (*Oryza glaberrima*): history and future potential. Proc. Natl. Acad. Sci. U.S.A..

[CR24] Liu B, Chen Z, Song X, Liu C, Cui X, Zhao X, Fang J, Xu W, Zhang H, Wang X (2007). Oryza sativa *dicer-like4* reveals a key role for small interfering RNA silencing in plant development. Plant Cell.

[CR25] Liu Y, Wang Y, Zhu QH, Fan L (2013). Identification of phasiRNAs in wild rice (*Oryza rufipogon*). Plant Signal Behav.

[CR26] Martin M (2011). *Cutadapt* removes adapter sequences from high-throughput sequencing reads. EMBnetwork J.

[CR27] Moyroud E, Kusters E, Monniaux M, Koes R, Parcy F (2010). LEAFY blossoms. Trends Plant Sci.

[CR28] Nabholz B, Sarah G, Sabot F, Ruiz M, Adam H, Nidelet S, Ghesquière A, Santoni S, David J, Glémin S (2014). Transcriptome population genomics reveals severe bottleneck and domestication cost in the African rice (*Oryza glaberrima*). Mol Ecol.

[CR29] Nogueira FTS, Madi S, Chitwood DH, Juarez MT, Timmermans MCP (2007). Two small regulatory RNAs establish opposing fates of a developmental axis. Genes Dev.

[CR30] Nonomura K-I, Morohoshi A, Nakano M, Eiguchi M, Miyao A, Hirochika H, Kurata N (2007). A germ cell specific gene of the *ARGONAUTE* family is essential for the progression of premeiotic mitosis and meiosis during sporogenesis in rice. Plant Cell.

[CR31] Orjuela J, Sabot F, Chéron S, Vigouroux Y, Adam H, Chrestin H, Sanni K, Lorieux M, Ghesquière A (2014). An extensive analysis of the African rice genetic diversity through a global genotyping. Theor Appl Genet.

[CR32] Park SJ, Jiang K, Schatz MC, Lippman ZB (2012). Rate of meristem maturation determines inflorescence architecture in tomato. Proc. Natl. Acad. Sci. U.S.A..

[CR33] Park SJ, Eshed Y, Lippman ZB (2014). Meristem maturation and inflorescence architecture - lessons from the Solanaceae. Curr Opin Plant Biol.

[CR34] Peng T, Lv Q, Zhang J, Li J, Du Y, Zhao Q (2011). Differential expression of the microRNAs in superior and inferior spikelets in rice (*Oryza sativa*). J Exp Bot.

[CR35] Prusinkiewicz P, Erasmus Y, Lane B, Harder LD, Coen E (2007). Evolution and development of inflorescence architectures. Science.

[CR36] Rice P, Longden I, Bleasby A (2000). EMBOSS: The European Molecular Biology Open Software Suite. Trends Genet.

[CR37] Second G (1982). Origin of the genic diversity of cultivated rice (*Oryza* spp.): study of the polymorphism scored at 40 isozyme loci. Jap J Genet.

[CR38] Shivaprasad PV, Chen H-M, Patel K, Bond DM, Santos BACM, Baulcombe DC (2012). A microRNA superfamily regulates nucleotide binding site-leucine-rich repeats and other mRNAs. Plant Cell.

[CR39] Song X, Li P, Zhai J, Zhou M, Ma L, Liu B, Jeong D-H, Nakano M, Cao S, Liu C (2012). Roles of DCL4 and DCL3b in rice phased small RNA biogenesis. Plant J.

[CR40] Song X, Wang D, Ma L, Chen Z, Li P, Cui X, Liu C, Cao S, Chu C, Tao Y (2012). Rice RNA-dependent RNA polymerase 6 acts in small RNA biogenesis and spikelet development. Plant J.

[CR41] Souaze F, Ntodou-Thome A, Tran CY, Rostene W, Forgez P (1996). Quantitative RT-PCR: limits and accuracy. Biotechniques.

[CR42] Stocks MB, Moxon S, Mapleson D, Woolfenden HC, Mohorianu I, Folkes L, Schwach F, Dalmay T, Moulton V (2012). The UEA sRNA workbench: a suite of tools for analyzing and visualizing next generation sequencing microRNA and small RNA datasets. Bioinformatics.

[CR43] Varkonyi-Gasic E, Wu R, Wood M, Walton EF, Hellens RP (2007). Protocol: a highly sensitive RT-PCR method for detection and quantification of microRNAs. Plant Meth.

[CR44] Vaughan DA, Lu BR, Tomooka N (2008). The evolving story of rice evolution. Plant Sci.

[CR45] Vogel JP, Garvin DF, Mockler TC, Schmutz J, Rokhsar D, Bevan MW, Barry K, Lucas S, Harmon-Smith M, Lail K (2010). Genome sequencing and analysis of the model grass Brachypodium distachyon. Nature.

[CR46] Wang Y, Shen D, Bo S, Chen H, Zheng J, Zhu Q-H, Cai D, Helliwell C, Fan L (2010). Sequence variation and selection of small RNAs in domesticated rice. BMC Evol Biol.

[CR47] Wang Y, Bai X, Yan C, Gui Y, Wei X, Zhu Q-H, Guo L, Fan L (2012). Genomic dissection of small RNAs in wild rice (*Oryza rufipogon*): lessons for rice domestication. New Phytol.

[CR48] Wang M, Yu Y, Haberer G, Marri PR, Fan C, Goicoechea JL, Zuccolo A, Song X, Kudrna D, Ammiraju JSS (2014). The genome sequence of African rice (*Oryza glaberrima*) and evidence for independent domestication. Nature Genet.

[CR49] Wei L, Yan L, Wang T (2011). Deep sequencing on genome-wide scale reveals the unique composition and expression patterns of microRNAs in developing pollen of *Oryza sativa*. Genome Biol.

[CR50] Xia R, Meyers BC, Liu Z, Beers EP, Ye S, Liu Z (2013). MicroRNA superfamilies descended from *miR390* and their roles in secondary small interfering RNA biogenesis in Eudicots. Plant Cell.

[CR51] Yan Y, Zhang Y, Yang K, Sun Z, Fu Y, Chen X (2011). Small RNAs from MITE-derived stem-loop precursors regulate abscisic acid signaling and abiotic stress responses in rice. Plant J.

[CR52] Zhai J, Jeong D-H, De Paoli E, Park S, Rosen BD, Li Y, González AJ, Yan Z, Kitto SL, Grusak MA (2011). MicroRNAs as master regulators of the plant NB-LRR defense gene family via the production of phased, trans-acting siRNAs. Genes Dev.

[CR53] Zhai J, Zhang H, Arikit S, Huang K, Nan G-L, Walbot V, Meyers BC (2015). Spatiotemporally dynamic, cell-type-dependent premeiotic and meiotic phasiRNAs in maize anthers. Proc. Natl. Acad. Sci. U.S.A..

[CR54] Zhang D, Yuan Z (2014). Molecular control of grass inflorescence development. Ann Rev Plant Biol.

[CR55] Zhang Q-J, Zhu T, Xia E-H, Shi C, Liu Y-L, Zhang Y, Liu Y, Jiang W-K, Zhao Y-J, Mao S-Y (2014). Rapid diversification of five Oryza AA genomes associated with rice adaptation. Proc. Natl. Acad. Sci. U.S.A..

[CR56] Zhang Y-C, Liao J-Y, Li Z-Y, Yu Y, Zhang J-P, Li Q-F, Qu L-H, Shu W-S, Chen Y-Q (2014). Genome-wide screening and functional analysis identify a large number of long noncoding RNAs involved in the sexual reproduction of rice. Genome Biol.

[CR57] Zheng Y, Wang Y, Wu J, Ding B, Fei Z (2015). A dynamic evolutionary and functional landscape of plant phased small interfering RNAs. BMC Biol..

# Supplementary material for: miR2118-triggered phased siRNAs are differentially expressed during the panicle development of wild and domesticated African rice species
**Source:** Rice (N Y). 2016 Mar 12;9:10. doi: 10.1186/s12284-016-0082-9
**Supplement:** Additional file 1: Table S1. — List of genotypes used in this study. Table S2. Summary statistics of small RNA libraries. Table S3. Summary of sequence number (clusters and reads) mapped to O. sativa Nipponbare reference genome (MSU7.0) and O. glaberrima CG14 reference genome for O. barthii and O. glaberrima small RNA sequences. Table S4. Summary of sequence number (clusters and reads) in each annotation class (i.e. sequence databases) for O. barthii and O. glaberrima small RNA sequences based on BLAST-filtering. Table S5. List of primers used in this study. The bases in brackets represent the ones that were modified LNAs. The sequences in italic correspond to stem-loop region for stem-loop RT-PCRs. The underline sequences correspond to T7 RNA polymerase binding site used for RNA probe synthesis.

**Additional file 1 Table S1. Lists of genotypes used in this study**

| <b>Species</b>       | <b>Accession nb</b> | <b>Origin</b> |
|----------------------|---------------------|---------------|
| <i>O. barthii</i>    | B197                | Lake Tchad    |
| <i>O. barthii</i>    | B117                | Botswana      |
| <i>O. barthii</i>    | B88                 | Cameroun      |
| <i>O. barthii</i>    | B74                 | Lake Tchad    |
| <i>O. barthii</i>    | B70                 | Lake Tchad    |
| <i>O. barthii</i>    | B68                 | Lake Tchad    |
| <i>O. barthii</i>    | B64                 | Nigeria       |
| <i>O. barthii</i>    | B48                 | Mali          |
| <i>O. barthii</i>    | B5                  | Lake Tchad    |
| <i>O. barthii</i>    | B49                 | Lake Tchad    |
| <i>O. glaberrima</i> | Tog 6208            | Guinea        |
| <i>O. glaberrima</i> | Tog6211             | Nigeria       |
| <i>O. glaberrima</i> | AC104589            | Burkina Faso  |
| <i>O. glaberrima</i> | MG12                | Mali          |
| <i>O. glaberrima</i> | CG14                | Senegal       |
| <i>O. glaberrima</i> | Tog 5681            | Nigeria       |
| <i>O. glaberrima</i> | Tog 7020            | Sierra Leon   |
| <i>O. glaberrima</i> | Tog 6221            | Burkina Faso  |
| <i>O. glaberrima</i> | Tog 5887            | Liberia       |
| <i>O. glaberrima</i> | Tog 5500            | Nigeria       |

**Additional file 1**

**Table S2. Summary statistics of small RNA libraries**

|                                    | <b><i>O. barthii</i></b>      | <b><i>O. glaberrima</i></b>   |
|------------------------------------|-------------------------------|-------------------------------|
| <b>Raw data</b>                    | 71.4 x10 <sup>6</sup> reads   | 73.3 x10 <sup>6</sup> reads   |
| <b>High quality clustered data</b> | 33.9 x10 <sup>6</sup> reads   | 33.1 x10 <sup>6</sup> reads   |
|                                    | 9.5 x10 <sup>5</sup> clusters | 9.0 x10 <sup>5</sup> clusters |
| <b>Annotated data</b>              | 26.3 x10 <sup>6</sup> reads   | 26.0 x10 <sup>6</sup> reads   |
|                                    | 6.4 x10 <sup>5</sup> clusters | 6.2 x10 <sup>5</sup> clusters |

Additional file 1 Table S3. Summary of sequence number (clusters and reads) mapped to *O. sativa* Nipponbare reference genome (MSU7.0) and *O. glaberrima* CG14 reference genome for *O. barthii* and *O. glaberrima* small RNA sequences

|                                         | <i>O. barthii</i> |          |          | <i>O. glaberrima</i> |          |          |
|-----------------------------------------|-------------------|----------|----------|----------------------|----------|----------|
|                                         | Mapped            | Unmapped | All      | Mapped               | Unmapped | All      |
| <b>Clusters_<i>O sativa</i> Ref</b>     | 602783            | 342602   | 945385   | 581755               | 320141   | 901896   |
| <b>Clusters_<i>O glaberrima</i> Ref</b> | 765371            | 180014   | 945385   | 755833               | 146063   | 901896   |
| <b>Reads_<i>O sativa</i> Ref</b>        | 24464558          | 9458157  | 33922715 | 23882801             | 9221817  | 33104618 |
| <b>Reads_<i>O glaberrima</i> Ref</b>    | 20885463          | 13037252 | 33922715 | 18617611             | 14487007 | 33104618 |

#### Additional file 1

Table S4. Summary of sequence number (clusters and reads) in each annotation class (i.e. sequence databases) for *O. barthii* and *O. glaberrima* small RNA sequences based on BLAST-filtering.

| Databases                         | Clusters          |                      | Reads             |                      |
|-----------------------------------|-------------------|----------------------|-------------------|----------------------|
|                                   | <i>O. barthii</i> | <i>O. glaberrima</i> | <i>O. barthii</i> | <i>O. glaberrima</i> |
| <b><i>mirBase</i></b>             | 39297             | 38225                | 3203043           | 3025155              |
| <b><i>Rfam</i></b>                | 52053             | 51204                | 8203693           | 9948614              |
| <b><i>Repeats</i></b>             | 198813            | 194216               | 7293624           | 7173969              |
| <b><i>CDS (MSU7.0)</i></b>        | 46595             | 45024                | 1033340           | 877832               |
| <b><i>Intron-UTR (MSU7.0)</i></b> | 57354             | 55231                | 1265556           | 1004540              |
| <b><i>O. sativa (MSU7.0)</i></b>  | 248673            | 236065               | 5263198           | 3873068              |

## Additional file 1

**Table S5. List of primers used in this study.** The bases in brackets represent the ones that were modified LNAs. The sequences in *italic* correspond to stem-loop region for stem-loop RT-PCRs. The underline sequences correspond to T7 RNA polymerase binding site used for RNA probe synthesis.

|                          | Name       | Sequence                                                  |
|--------------------------|------------|-----------------------------------------------------------|
| <b>Northern-blotting</b> | miR2118f   | TAGGAATGGGAGGCATCAGGAA                                    |
| <b>Stem-loop qRT-PCR</b> | miR2118-RT | <i>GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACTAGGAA</i> |
|                          | miR2118f-F | CGGCGGTTCTTAATGCCTCCCA                                    |
|                          | miR159b-RT | <i>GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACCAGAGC</i> |
|                          | miR159-F   | CGGCGGTTTGGATTGAAGGGA                                     |
|                          | Univ-RT    | GTGCAGGGTCCGAGGT                                          |
|                          | PH12-RT    | <i>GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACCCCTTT</i> |
|                          | PH12-F     | CGGCGGCGAGCTGTTAACCAG                                     |
|                          | PH557-RT   | <i>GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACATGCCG</i> |
|                          | PH557-F    | CGGCGGCGTTCTGATGATTTG                                     |
|                          | PH612-RT   | <i>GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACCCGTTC</i> |
|                          | PH612-F    | CGGCGGCCAGCAGGACTTGGG                                     |
|                          | PH779-RT   | <i>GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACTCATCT</i> |
|                          | PH779-F    | CGGCGGTCATGAATCAGCAGT                                     |
| <b>Classic qRT-PCR</b>   | PH12-F2    | TCTCGATCGTTGATGCCATA                                      |

|          |                       |
|----------|-----------------------|
| PH12-R1  | GGAGTCGTTGGTTCCTTCAA  |
| PH557-F2 | TCTGATGATTTGCGGCATAG  |
| PH557-R1 | GGGGTTTTATGGTTGCAGAA  |
| PH612-F2 | GAACCAGCCATCAGAAAGCT  |
| PH612-R1 | AAGTGTCCAGCAGGACTTGG  |
| PH779-F2 | TTGTCCACAATAGGGCATCA  |
| PH779-R1 | ACCTCAAATCCAGCGTTCAT  |
| ACT-F    | CATTCCAGCAGATGTGGATTG |
| ACT-R    | TCTTGGCTTAGCATTCTTGG  |
| OSH1_F   | CAGTTCGTGATGATGGAC    |
| OSH1_R   | CTAAAACCGACCCCTGCATTA |
| APO1-F   | GTTCTACTGCATGAGCTCGTC |
| APO1-R   | TGCACCTTGCTCCATACGTTC |
| APO2-F   | AGGTGCAATCCATGGCTAAG  |
| APO2-R   | GCATCTTGGGCTTGTTGATG  |
| LHS1-F   | GTGACCATTCCCTGCAGATT  |
| LHS1-R   | GTCTGCTGCTTCATTGCTCA  |
| SPL14-F  | CTGCCTGAATTTGACCAAGG  |
| SPL14-R  | AAGCTTCTGAACCTGCGATG  |
| LAX1-F   | ATTACCGGTTGGTCATGGTC  |
| LAX1-R   | AAGCGATCGAGCAAACAAGT  |
| OsDCL4-F | TCAGAAGAAGGCTGCACAAG  |
| OsDCL4-R | CGAACGTCCTCTTCTTTTGG  |

***In situ* hybridizations**

|              |                                                            |
|--------------|------------------------------------------------------------|
| OsMEL1-F     | TCCCAAGATCAAGGAGAACG                                       |
| OsMEL1-R     | ACAAGCAACCAGCTCCAAAC                                       |
| LNA-miR2118f | TAGG(A)ATGGG(A)GGC(A)TC(A)GGAA                             |
| LNA-PH12     | CCC(T)TTC(T)GGT(T)AAC(A)GCTCG                              |
| LHS1-HIS-F   | GAAGAGCAAGGAGCAACAGC                                       |
| LHS1-HIS-R   | AATCTGCAGGGAATGGTCAC                                       |
| LHS1-HIS-T7R | <u>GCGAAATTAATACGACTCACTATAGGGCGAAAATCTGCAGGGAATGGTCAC</u> |
| PH12_T7R     | <u>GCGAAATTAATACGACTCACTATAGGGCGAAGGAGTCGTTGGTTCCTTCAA</u> |

# Supplementary material for: miR2118-triggered phased siRNAs are differentially expressed during the panicle development of wild and domesticated African rice species
**Source:** Rice (N Y). 2016 Mar 12;9:10. doi: 10.1186/s12284-016-0082-9

Additional file 3. Size distribution, mapping and annotation of *O. barthii* and *O. glaberrima* panicle-derived small RNAs on *O. sativa Nipponbare* genome.

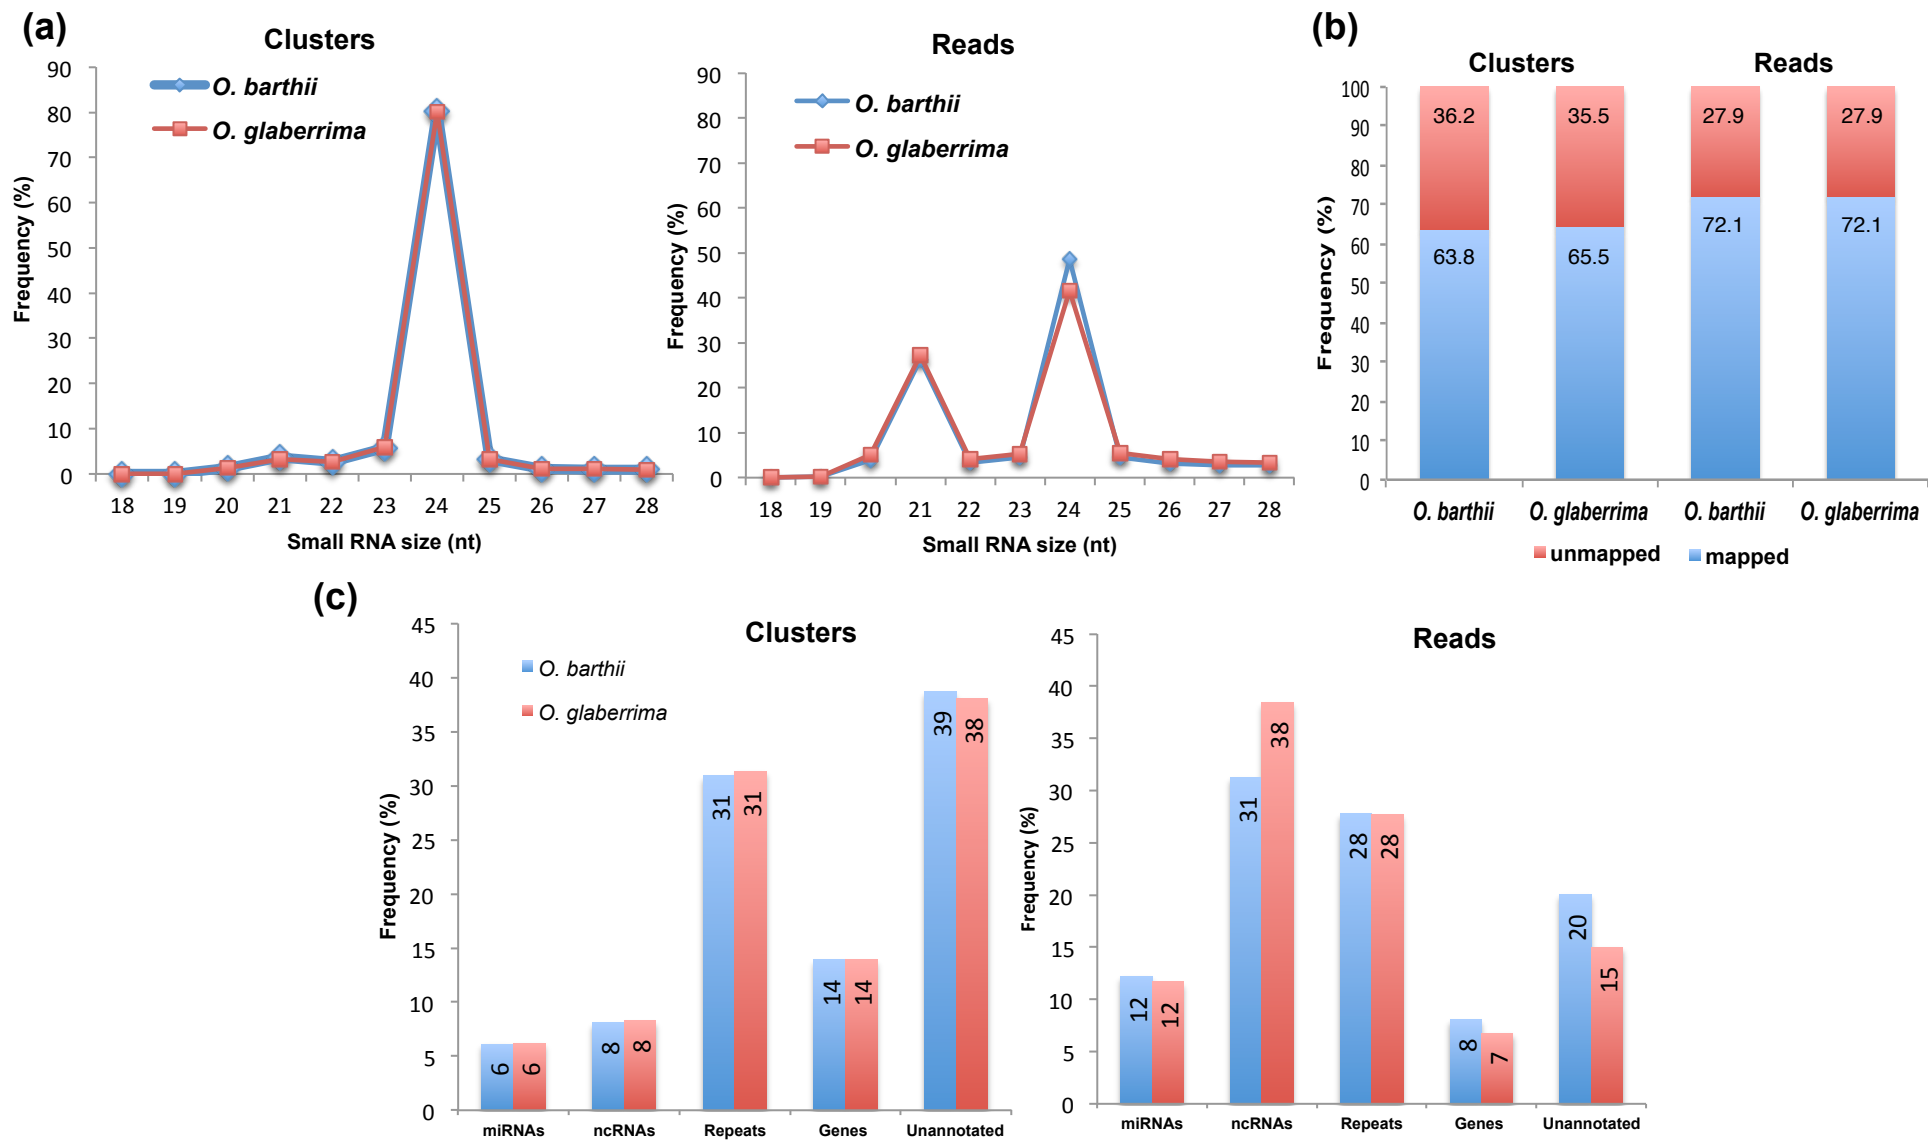

(d)

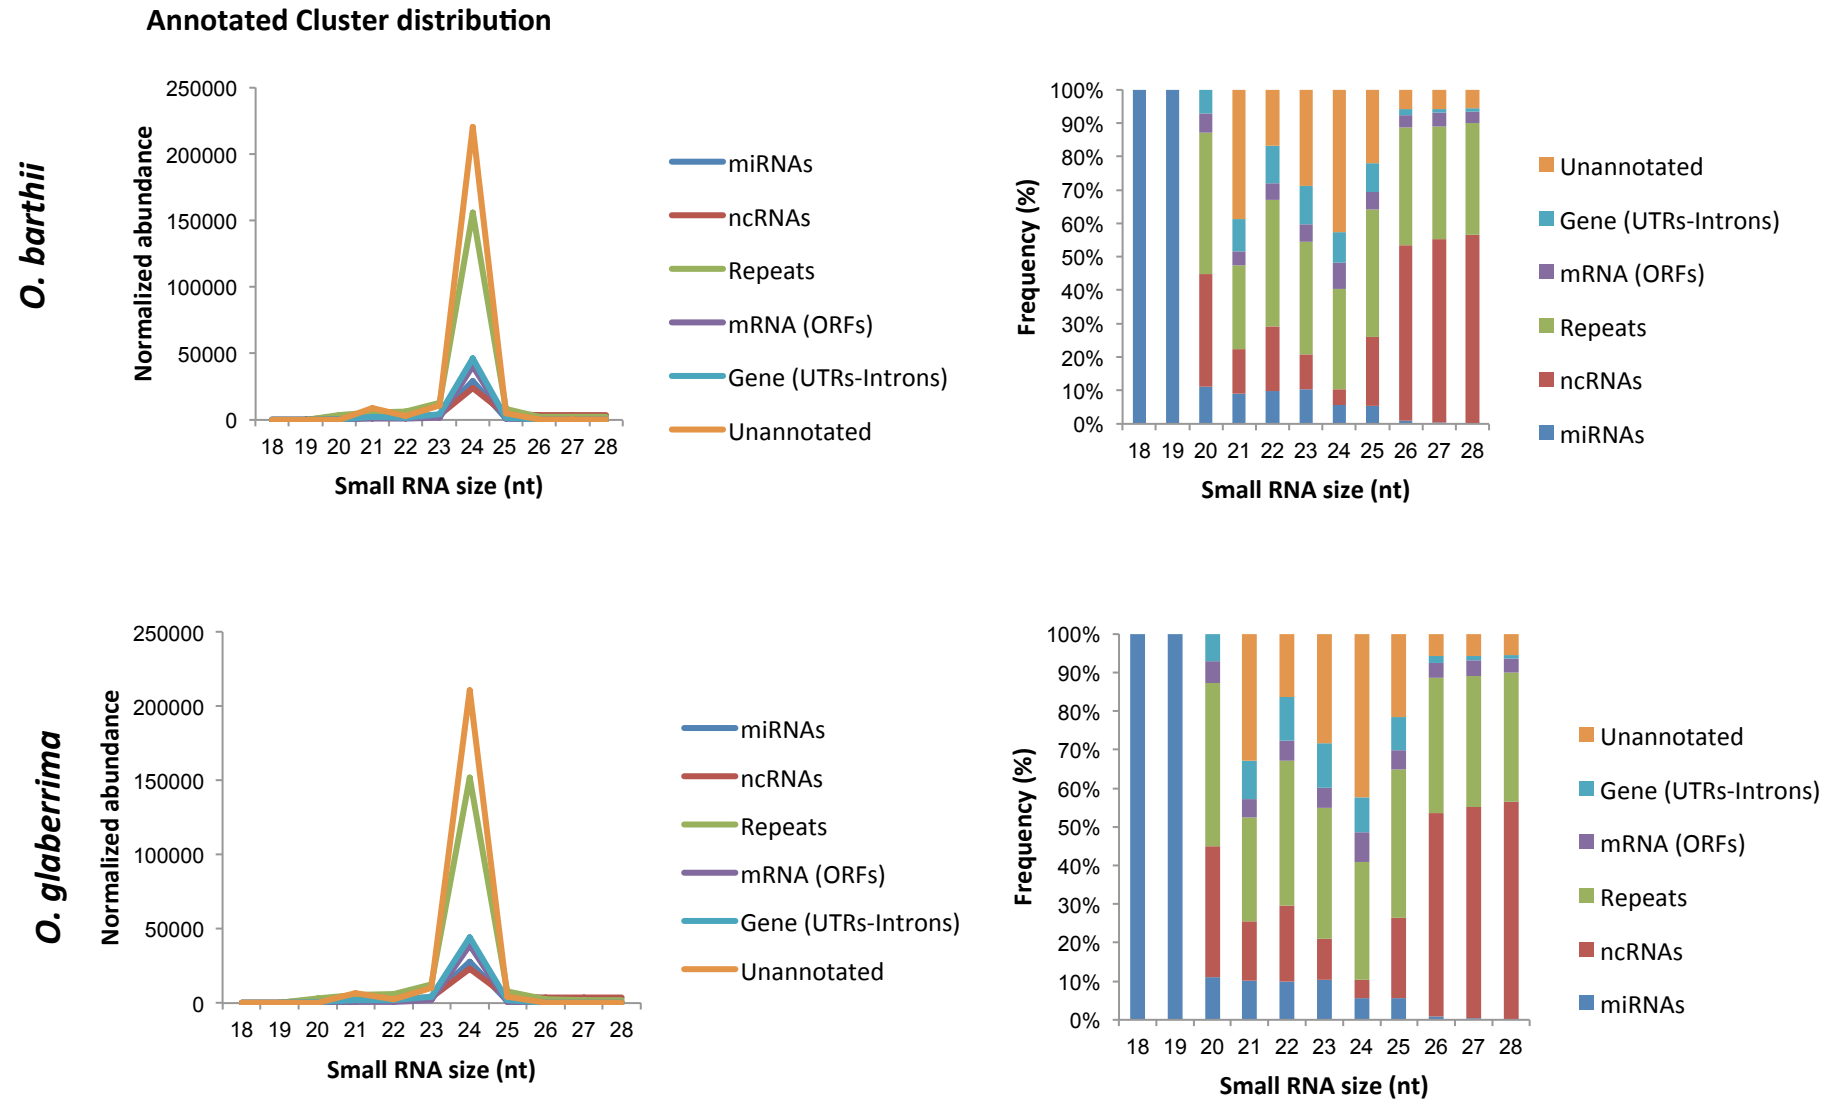

(e)

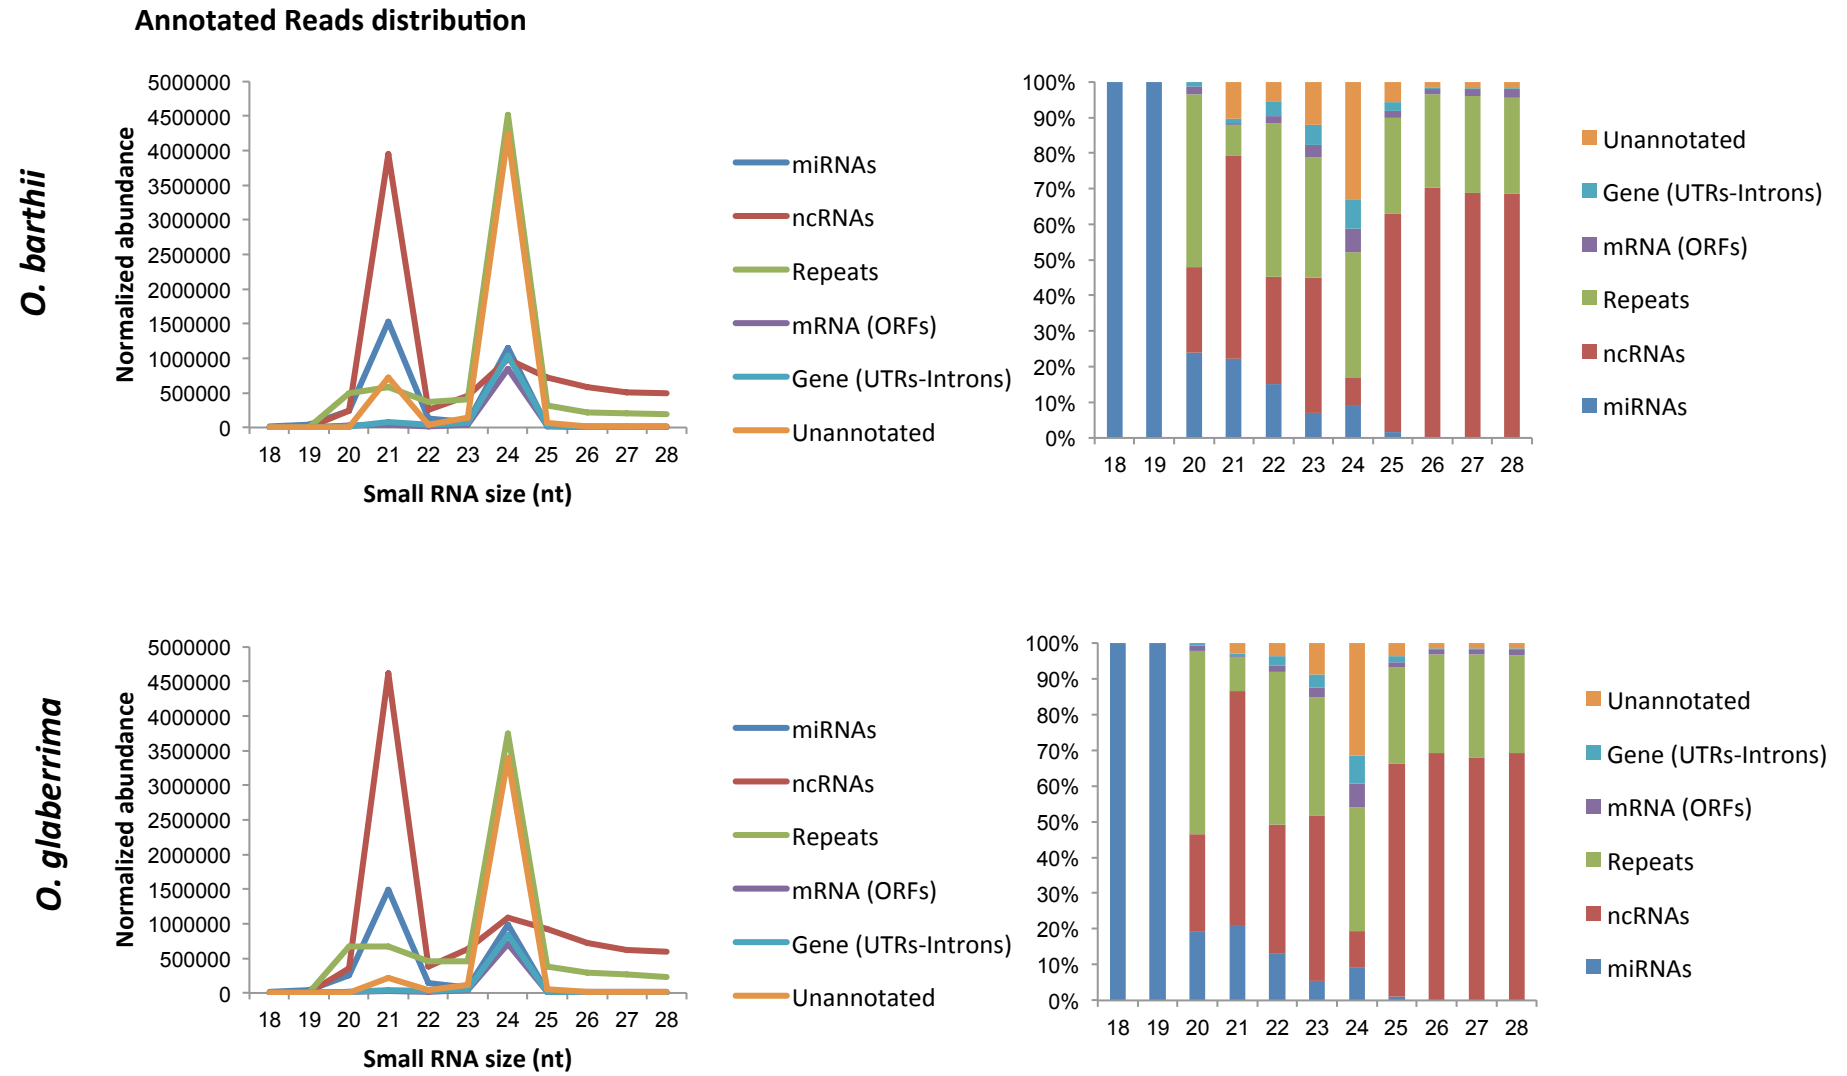

**Supplement:** Additional file 2: — Size distribution, mapping and annotation of O. barthii and O. glaberrima panicle-derived small RNAs on O. sativa Nipponbare genome. (a) Small RNA size distribution of clusters (distinct) and reads (abundance). The size of small RNAs was plotted versus frequency (percentage relative to total abundance). (b) Mapping rate (percentage relative to total number) of clusters (i.e. distinct sequences) and total reads on O. sativa nipponbare MSU7.0. The percentage values are indicated in the bars. (c) Small RNA annotation frequency (percentage relative to total abundance) of clusters (distinct) and individual reads (abundance). The percentage values are indicated in the bars. (d) Size distribution of the annotated small RNA clusters (i.e. distinct sequences) according the annotation classes. (e) Size distribution of the annotated small RNA sequences (i.e. abundance/reads) according the annotation classes.

# Supplementary material for: miR2118-triggered phased siRNAs are differentially expressed during the panicle development of wild and domesticated African rice species
**Source:** Rice (N Y). 2016 Mar 12;9:10. doi: 10.1186/s12284-016-0082-9

(a)

**Additional file 3. Genomic distribution and abundance of *O. barthii* and *O. glaberrima* panicle-derived small RNAs on *O. sativa nipponbare* genome.**

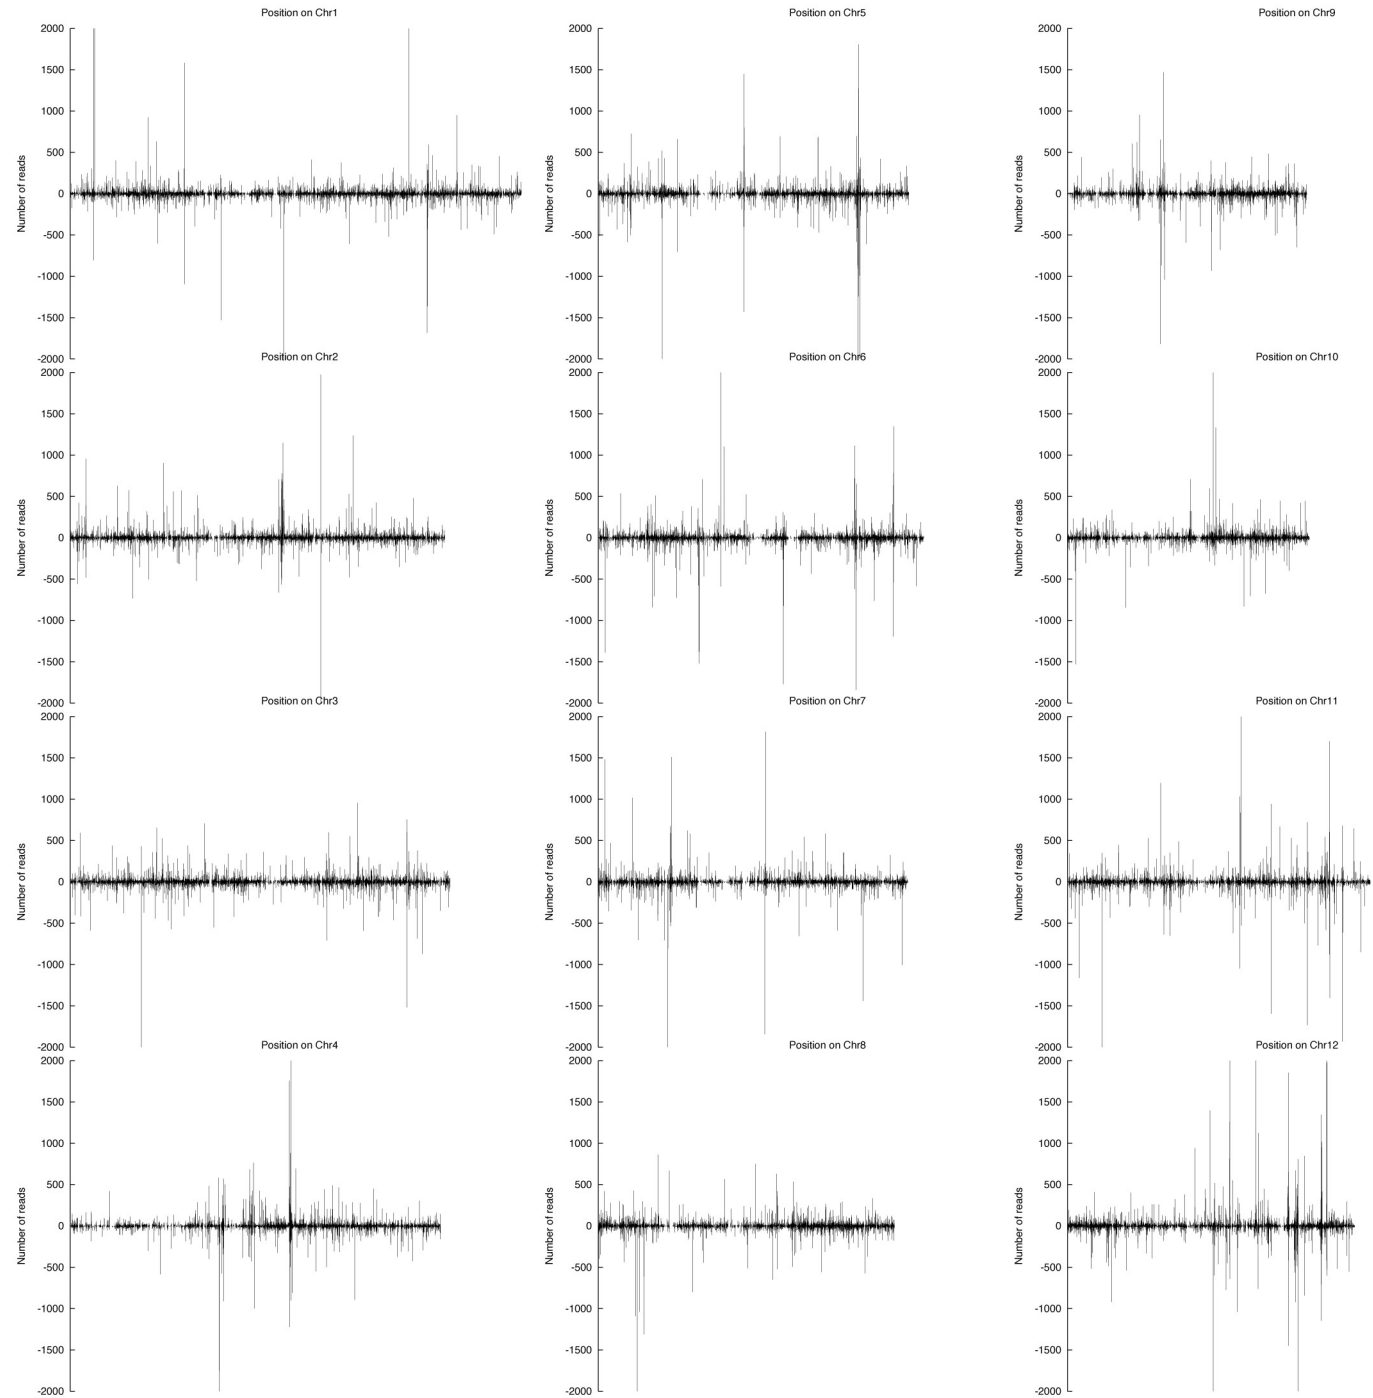

(b)

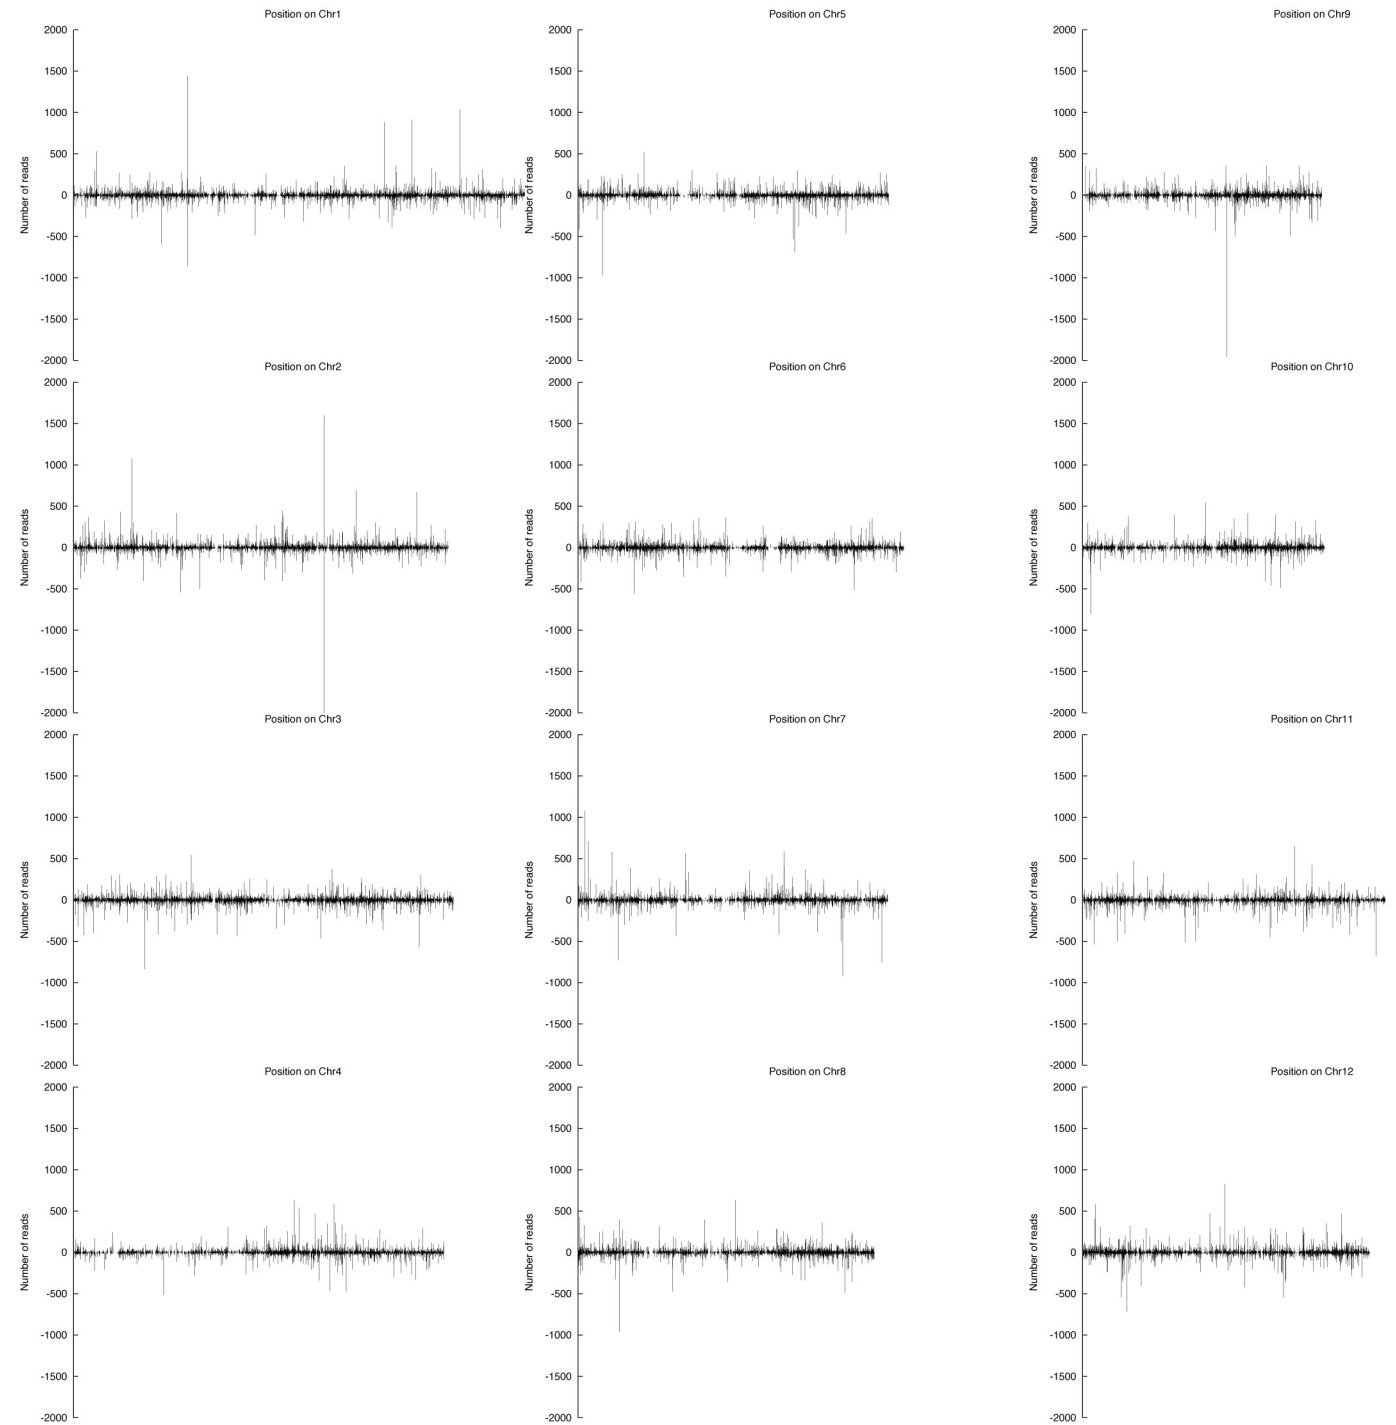

**Supplement:** Additional file 3: — Genomic distribution and abundance of O. barthii and O. glaberrima panicle-derived small RNAs on O. sativa nipponbare genome. (a) Distribution and abundance of O. barthii reads vs. O. sativa nipponbare genome MSU7.0. (b) Distribution and abundance of O. glaberrima reads vs. O. sativa nipponbare genome MSU7.0.

# Supplementary material for: miR2118-triggered phased siRNAs are differentially expressed during the panicle development of wild and domesticated African rice species
**Source:** Rice (N Y). 2016 Mar 12;9:10. doi: 10.1186/s12284-016-0082-9
**Supplement:** Additional file 6: — 21-nt small RNAs associated to phased loci and mature miRNA families detected in young panicles of O. glaberrima and O. barthii. (a) O. sativa Nipponbare loci associated with 21-nt phased and unphased siRNAs from O. barthii and O. glaberrima detected using sRNAworkbench facilities. (b) Normalized count of reads (relative abundance for 2 millions of total reads) associated with mature miRNA families in relation to small RNA size.

Additional file 6: 21-nt small RNAs associated to phased loci and mature miRNA families detected in young panicles of *O. glaberrima* and *O. barthii*.

(a) *O. sativa* Nipponbare loci associated with 21-nt phased and unphased sRNAs from *O. barthii* and *O. glaberrima* detected using sRNAworkbench files. Alt\_name: corresponding locus name in Song et al (2012a); Chr: chromosome number; Positions (sRNAworkbench): position of the detected locus on chromosome (*O. sativa* reference genome MSU 7.0); Dist\_w/previous (bp): distance from previous locus in bp; MEME motif position (bp): position of the MEME motif from the 5' end of the detected locus; Size, w/MEME (bp): size, w/MEME (bp); MEME motif (default=251 bp without MEME motif); Phased clusters nb (Ob\_Og): number of associated phasiRNAs in *O. barthii* and *O. glaberrima* respectively; Unphased clusters nb (Ob\_Og): number of associated non-phased small RNAs in *O. barthii* and *O. glaberrima* respectively; Common clusters nb: number of common phasiRNA sequences between *O. barthii* and *O. glaberrima*; Diff exp cluster nb: number of phasiRNA sequences differentially expressed between *O. barthii* and *O. glaberrima*; Total\_reads nb (Ob\_Og): total number of small RNA reads in *O. barthii* and *O. glaberrima* respectively; Total\_phased\_reads (Ob\_Og): total number of phased small RNA reads in *O. barthii* and *O. glaberrima* respectively; Shared cluster nb: name of phased loci sharing common phasiRNA sequences (numbers indicated in brackets); Annotation\_Pipeline: annotation out-put of phasiRNA sequences for the corresponding phased locus from our customized annotation pipeline (NA: no annotation); Annotated cluster nb: number of phasiRNA sequences annotated for the corresponding phased locus.

(b) Normalized count of reads (relative abundance for 2 millions of total reads) associated with mature miRNA families in relation to small RNA size. #MIR: name of miRNA family; species: *O. barthii* and *O. glaberrima* species lines; 18 to 28: numbers of reads for each size class related to reported mature sequence; Total\_per\_mir: total number of reads related to reported mature sequences; Class: annotation classes as defined by Jeong et al (2011) based on S-plot patterns, (canonical, variant, siRNA-like).

| #MIR           | Species              | 18   | 19    | 20     | 21      | 22    | 23    | 24     | 25   | 26  | 27  | 28  | Total_per_mir | Class      |
|----------------|----------------------|------|-------|--------|---------|-------|-------|--------|------|-----|-----|-----|---------------|------------|
| osa-MIR812     | <i>O. barthii</i>    | 0    | 24    | 67     | 88      | 387   | 1232  | 41480  | 305  | 0   | 0   | 0   | 43584         | siRNA-like |
|                | <i>O. glaberrima</i> | 0    | 21    | 80     | 99      | 395   | 1163  | 35874  | 230  | 0   | 0   | 0   | 37862         |            |
| osa-MIR813     | <i>O. barthii</i>    | 0    | 0     | 0      | 0       | 0     | 0     | 40     | 0    | 0   | 0   | 0   | 40            | siRNA-like |
|                | <i>O. glaberrima</i> | 0    | 0     | 0      | 0       | 0     | 0     | 56     | 0    | 0   | 0   | 0   | 56            |            |
| osa-MIR814     | <i>O. barthii</i>    | 0    | 0     | 8      | 8       | 41    | 59    | 1523   | 0    | 0   | 0   | 0   | 1638          | siRNA-like |
|                | <i>O. glaberrima</i> | 0    | 0     | 6      | 9       | 30    | 33    | 1162   | 0    | 0   | 0   | 0   | 1239          |            |
| osa-MIR815     | <i>O. barthii</i>    | 0    | 0     | 0      | 0       | 60    | 861   | 5434   | 229  | 0   | 0   | 0   | 6585          | siRNA-like |
|                | <i>O. glaberrima</i> | 0    | 0     | 0      | 0       | 50    | 464   | 4160   | 198  | 0   | 0   | 0   | 4872          |            |
| osa-MIR816     | <i>O. barthii</i>    | 0    | 0     | 0      | 0       | 0     | 0     | 25     | 0    | 0   | 0   | 0   | 25            | siRNA-like |
|                | <i>O. glaberrima</i> | 0    | 0     | 0      | 0       | 0     | 0     | 28     | 0    | 0   | 0   | 0   | 28            |            |
| osa-MIR817     | <i>O. barthii</i>    | 0    | 0     | 0      | 0       | 0     | 0     | 129    | 0    | 0   | 0   | 0   | 129           | siRNA-like |
|                | <i>O. glaberrima</i> | 0    | 0     | 0      | 0       | 0     | 0     | 115    | 0    | 0   | 0   | 0   | 115           |            |
| osa-MIR818     | <i>O. barthii</i>    | 0    | 0     | 0      | 0       | 0     | 0     | 26     | 0    | 0   | 0   | 0   | 26            | siRNA-like |
|                | <i>O. glaberrima</i> | 0    | 0     | 0      | 0       | 0     | 0     | 15     | 0    | 0   | 0   | 0   | 15            |            |
| osa-MIR820     | <i>O. barthii</i>    | 13   | 388   | 373    | 1973    | 2848  | 1093  | 52220  | 320  | 40  | 36  | 127 | 59431         | canonical  |
|                | <i>O. glaberrima</i> | 3    | 391   | 335    | 1956    | 2550  | 853   | 43166  | 238  | 33  | 53  | 172 | 49750         |            |
| osa-MIR827     | <i>O. barthii</i>    | 0    | 0     | 0      | 79      | 0     | 0     | 0      | 0    | 0   | 0   | 0   | 79            | siRNA-like |
|                | <i>O. glaberrima</i> | 0    | 0     | 0      | 49      | 0     | 0     | 0      | 0    | 0   | 0   | 0   | 49            |            |
| Total per size | <i>O. barthii</i>    | 7741 | 35435 | 211769 | 1343133 | 92156 | 23372 | 280606 | 4572 | 573 | 441 | 202 | 2000000       |            |
|                | <i>O. glaberrima</i> | 9244 | 39228 | 224281 | 1353772 | 88921 | 23646 | 255283 | 4429 | 560 | 405 | 231 | 2000000       |            |

# Supplementary material for: miR2118-triggered phased siRNAs are differentially expressed during the panicle development of wild and domesticated African rice species
**Source:** Rice (N Y). 2016 Mar 12;9:10. doi: 10.1186/s12284-016-0082-9

(a)

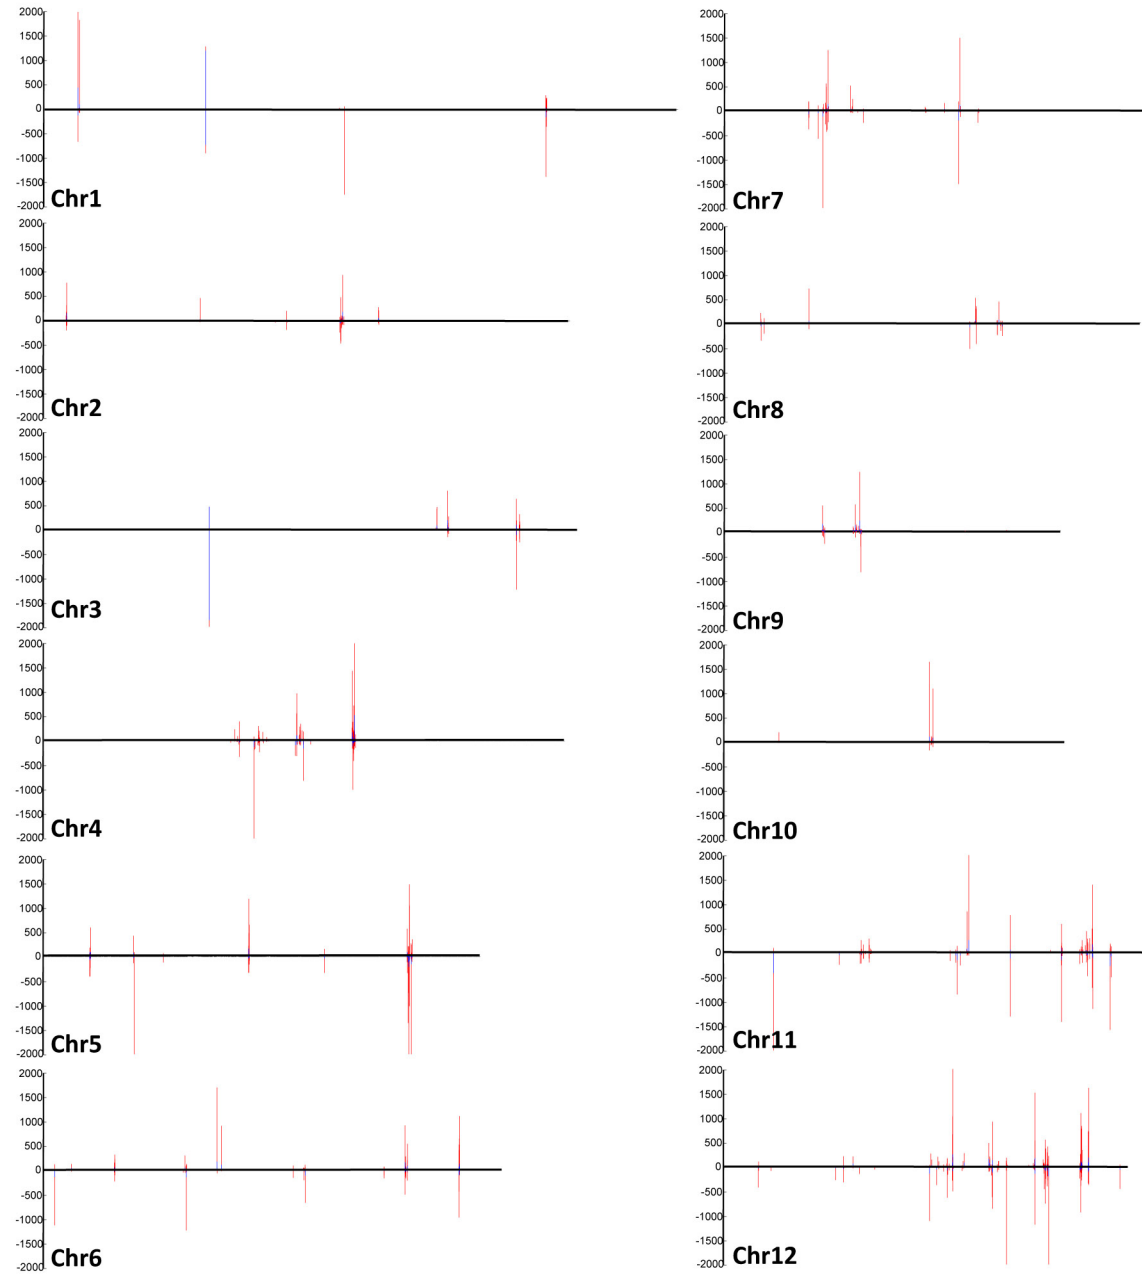

Additional file 7. Genomic distribution, abundance and complexity of *O. barthii* and *O. glaberrima* 21-nt phased small RNAs on *O. sativa nipponbare* genome (MSU 7.0).

— *O. barthii*  
— *O. glaberrima*

(b)

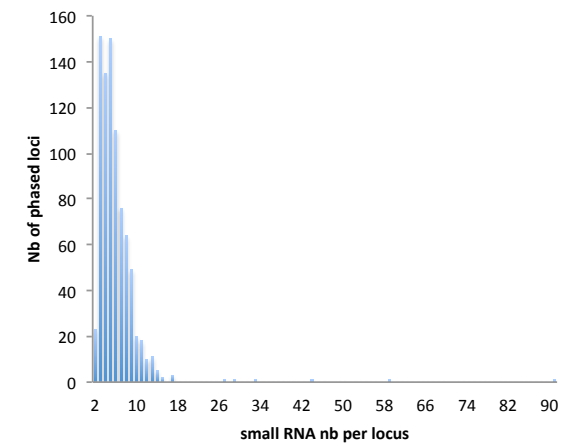

**Supplement:** Additional file 7: — Genomic distribution, abundance and complexity of O. barthii and O. glaberrima 21-nt phased small RNAs on O. sativa nipponbare genome (MSU 7.0). (a) Genomic distribution and abundance of O. barthii and O. glaberrima 21-nt phasiRNAs on O. sativa nipponbare genome (MSU 7.0). (b) Distribution of number of detected 21-nt phasiRNAs from African species per phased locus on O. sativa nipponbare genome (MSU 7.0).

# Supplementary material for: miR2118-triggered phased siRNAs are differentially expressed during the panicle development of wild and domesticated African rice species
**Source:** Rice (N Y). 2016 Mar 12;9:10. doi: 10.1186/s12284-016-0082-9

Additional file 8. Sequences and phasiRNA abundances of the 4 phased loci used for validation.

>phased\_12 Chr1-2244143..2244489

5'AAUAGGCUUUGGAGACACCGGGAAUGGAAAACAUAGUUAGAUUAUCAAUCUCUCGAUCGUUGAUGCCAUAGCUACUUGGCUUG  
||||..|.|||||.|||.||||  
3' AUCCUUACCCUCCGUAGUCCUU 5' *mir2118f*

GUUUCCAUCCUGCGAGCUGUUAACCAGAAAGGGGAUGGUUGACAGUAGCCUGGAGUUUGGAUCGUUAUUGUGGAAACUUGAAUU  
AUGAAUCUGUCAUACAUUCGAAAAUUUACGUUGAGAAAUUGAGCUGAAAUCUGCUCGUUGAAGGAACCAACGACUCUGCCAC  
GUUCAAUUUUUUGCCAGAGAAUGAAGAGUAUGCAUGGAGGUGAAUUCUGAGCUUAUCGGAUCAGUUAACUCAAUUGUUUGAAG  
AUUAUACCUUGAAGA 3'

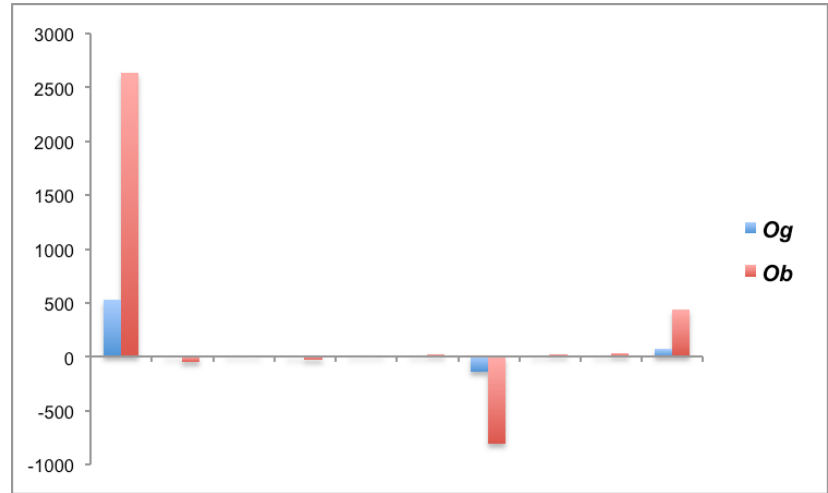

5' AUAGGGCAUGGGAUGCUGC-GGAAAUUCAGGCAGCU**C**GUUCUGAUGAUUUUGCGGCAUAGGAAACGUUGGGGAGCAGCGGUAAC  
 . . | | . | . | | | . | | . | | |  
 3' AUCCUUAACCCUCCGUAGUCCUU 5' *miR2118f*  
 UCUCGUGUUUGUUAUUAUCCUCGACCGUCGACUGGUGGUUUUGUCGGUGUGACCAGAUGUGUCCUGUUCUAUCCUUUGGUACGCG  
 ACAAUUUUCUGCAACCAUAAAACCCCAA 3'

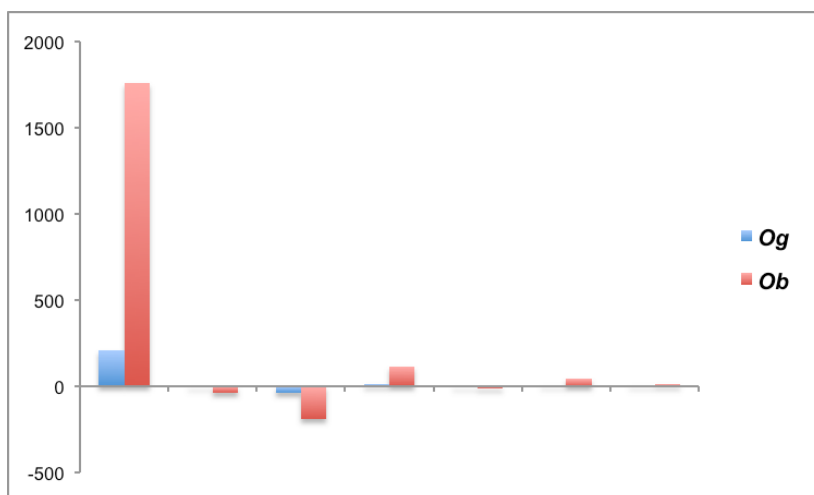

5' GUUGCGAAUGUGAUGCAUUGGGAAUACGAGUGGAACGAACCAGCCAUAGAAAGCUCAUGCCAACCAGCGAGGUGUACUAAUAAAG  
|..|.|.|.|.|.|.|.|.|.|.  
3' AUCCUUACCUCUCCGAGUCCUU 5' *mir2118f*

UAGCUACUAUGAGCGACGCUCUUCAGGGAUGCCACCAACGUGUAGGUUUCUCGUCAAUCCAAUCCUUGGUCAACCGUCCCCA  
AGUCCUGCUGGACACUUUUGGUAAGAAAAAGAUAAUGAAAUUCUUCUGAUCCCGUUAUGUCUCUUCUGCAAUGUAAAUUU  
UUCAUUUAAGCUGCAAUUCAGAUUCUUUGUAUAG 3'

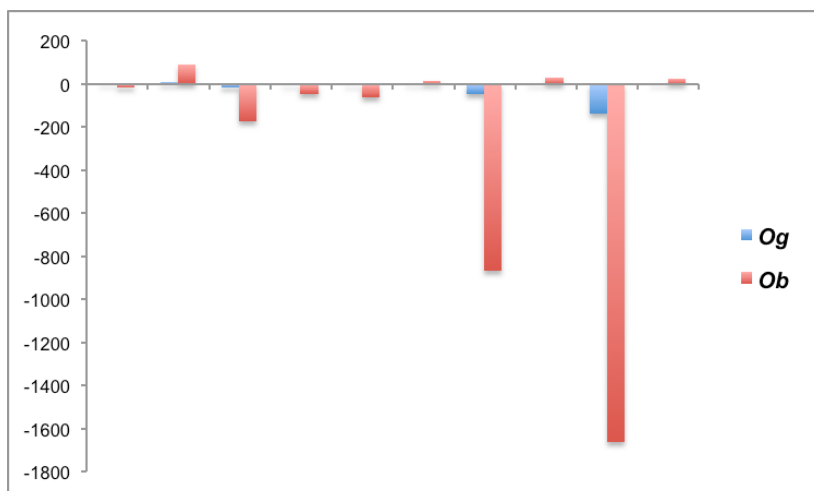

>phased\_779 Chr7-16046295..16046641

5'  
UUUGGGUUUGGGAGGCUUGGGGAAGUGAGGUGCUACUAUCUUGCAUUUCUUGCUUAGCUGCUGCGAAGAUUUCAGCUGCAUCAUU  
|.|||.|||||||.|||.|||  
3' AUCCUUACCCUCCGUAGUCCUU 5' *miR2118f*

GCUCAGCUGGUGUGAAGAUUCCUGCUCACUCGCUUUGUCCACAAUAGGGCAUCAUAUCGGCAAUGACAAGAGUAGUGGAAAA  
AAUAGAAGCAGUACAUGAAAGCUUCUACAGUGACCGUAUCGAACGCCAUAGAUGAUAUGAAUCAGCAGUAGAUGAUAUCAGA  
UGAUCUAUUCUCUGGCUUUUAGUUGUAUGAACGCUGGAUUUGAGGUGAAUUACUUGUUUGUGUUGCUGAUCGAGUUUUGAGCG  
UGCGCCUAACUAGUU 3'

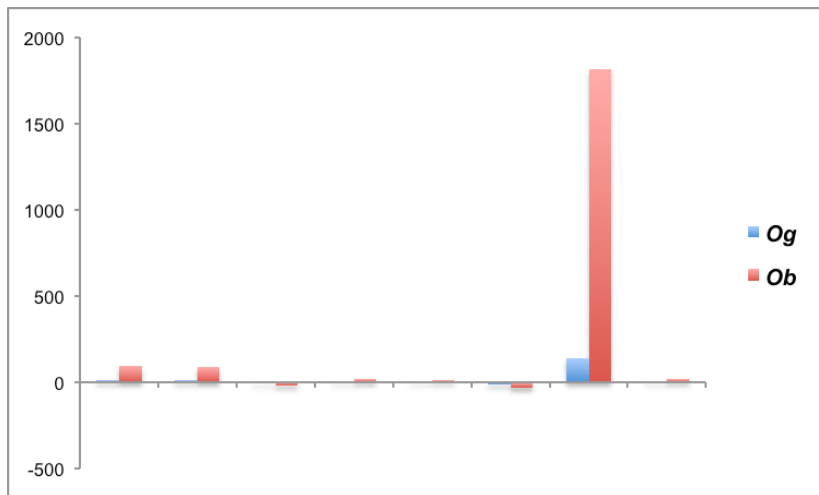

**Supplement:** Additional file 8: — Sequences and phasiRNA abundances of the 4 phased loci used for validation. The 4 phased loci reported here were used for stem-loop RT-PCR (phasiRNAs) and classical RT-PCR (lncRNAs) validation. The positions of the phased loci on MSU7.0 chromosomes are indicated. The alignment between miR2118f and the phased locus is indicated. The miR2118 recognition site is in blue. The phasiRNAs detected in the plus strand are highlighted alternately in green and in red. The phasiRNAs detected in the minus strand are underlined alternately in green and in red. The phasiRNA boxed in yellow is the most abundant one and the one used for stem-loop RT-PCR validation and qRT-PCR analysis. Histograms illustrate the relative abundance of the detected phasiRNAs per locus in the two species

# Supplementary material for: miR2118-triggered phased siRNAs are differentially expressed during the panicle development of wild and domesticated African rice species
**Source:** Rice (N Y). 2016 Mar 12;9:10. doi: 10.1186/s12284-016-0082-9

**Additional file 9.** Features of *O. barthii* and *O. glaberrima* panicle-derived microRNAs and abundance of sequences related to microRNA precursor sequences.

**(a)**

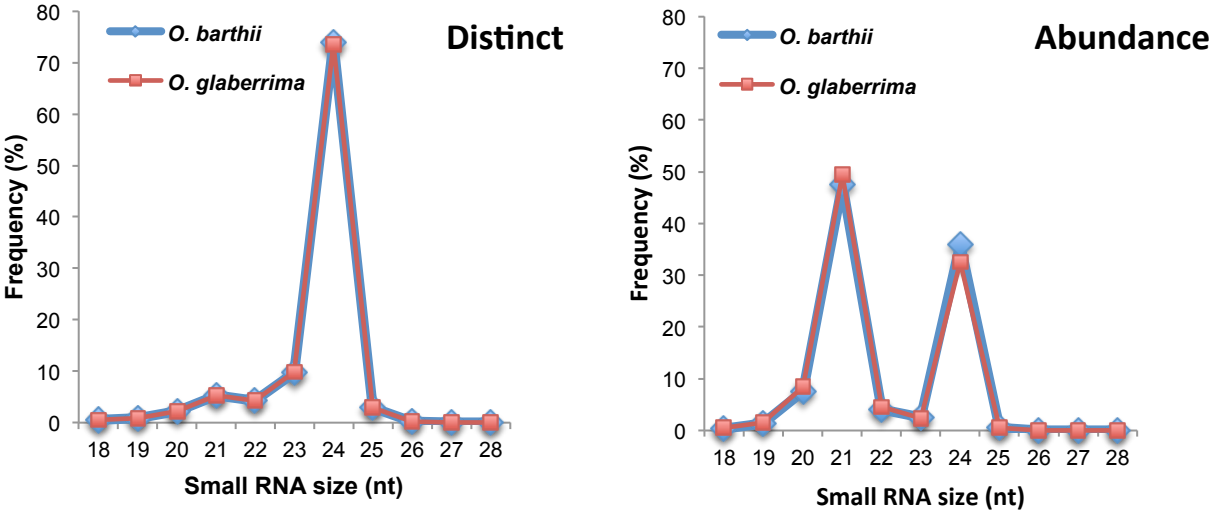

(b)

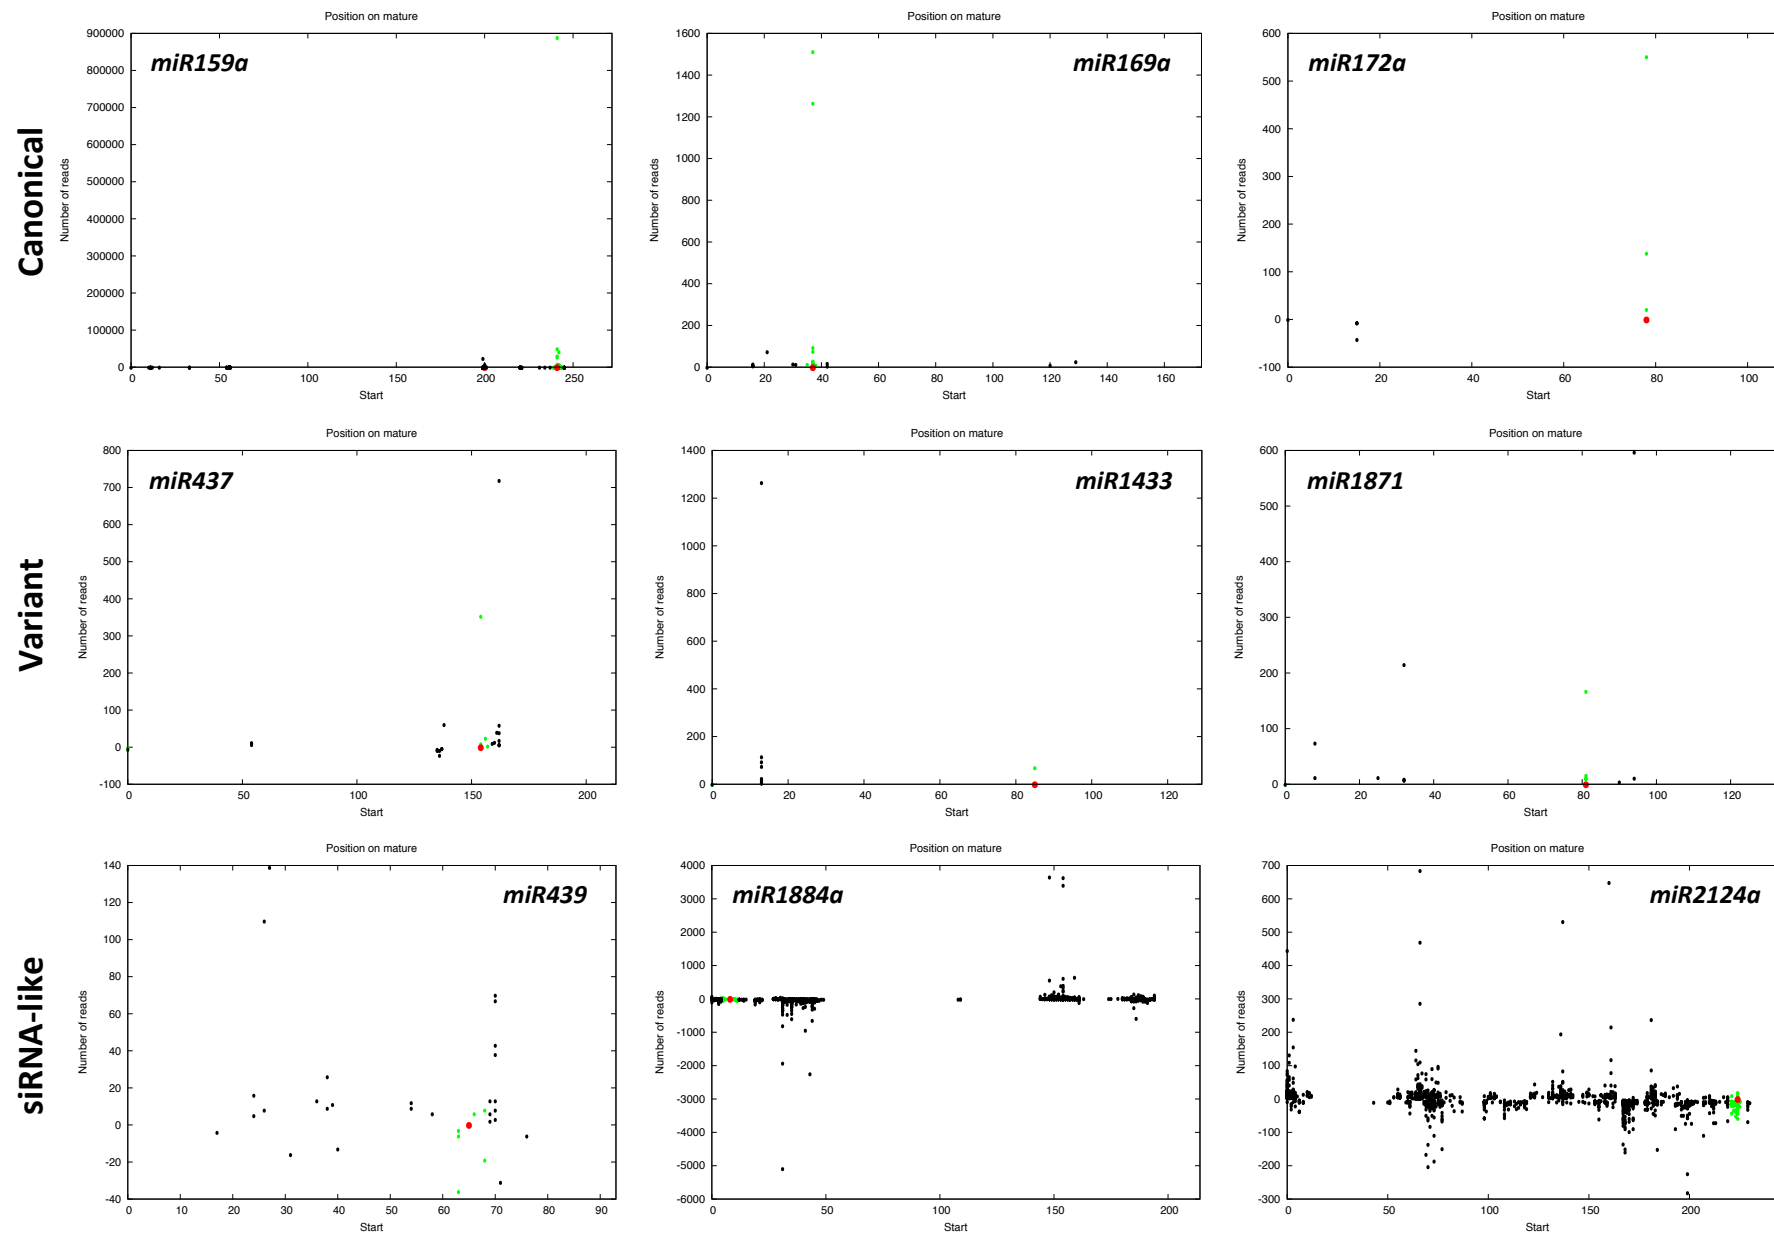

**Supplement:** Additional file 9: — Features of O. barthii and O. glaberrima panicle-derived microRNAs and abundance of sequences related to microRNA precursor sequences. (a) Size distribution of clusters (distinct) and reads (abundance) related to O. sativa microRNAs in O. barthii and O. glaberrima. (b) Relative abundance of O. barthii and O. glaberrima reads related to O. sativa microRNA precursors. The precursors are classified according to the abundance distribution pattern as defined by Jeong et al. (2011) (i.e. canonical, variant, siRNA-like).

# Supplementary material for: miR2118-triggered phased siRNAs are differentially expressed during the panicle development of wild and domesticated African rice species
**Source:** Rice (N Y). 2016 Mar 12;9:10. doi: 10.1186/s12284-016-0082-9

Additional file 10. Histological description of selected developmental stages of African rice panicles.

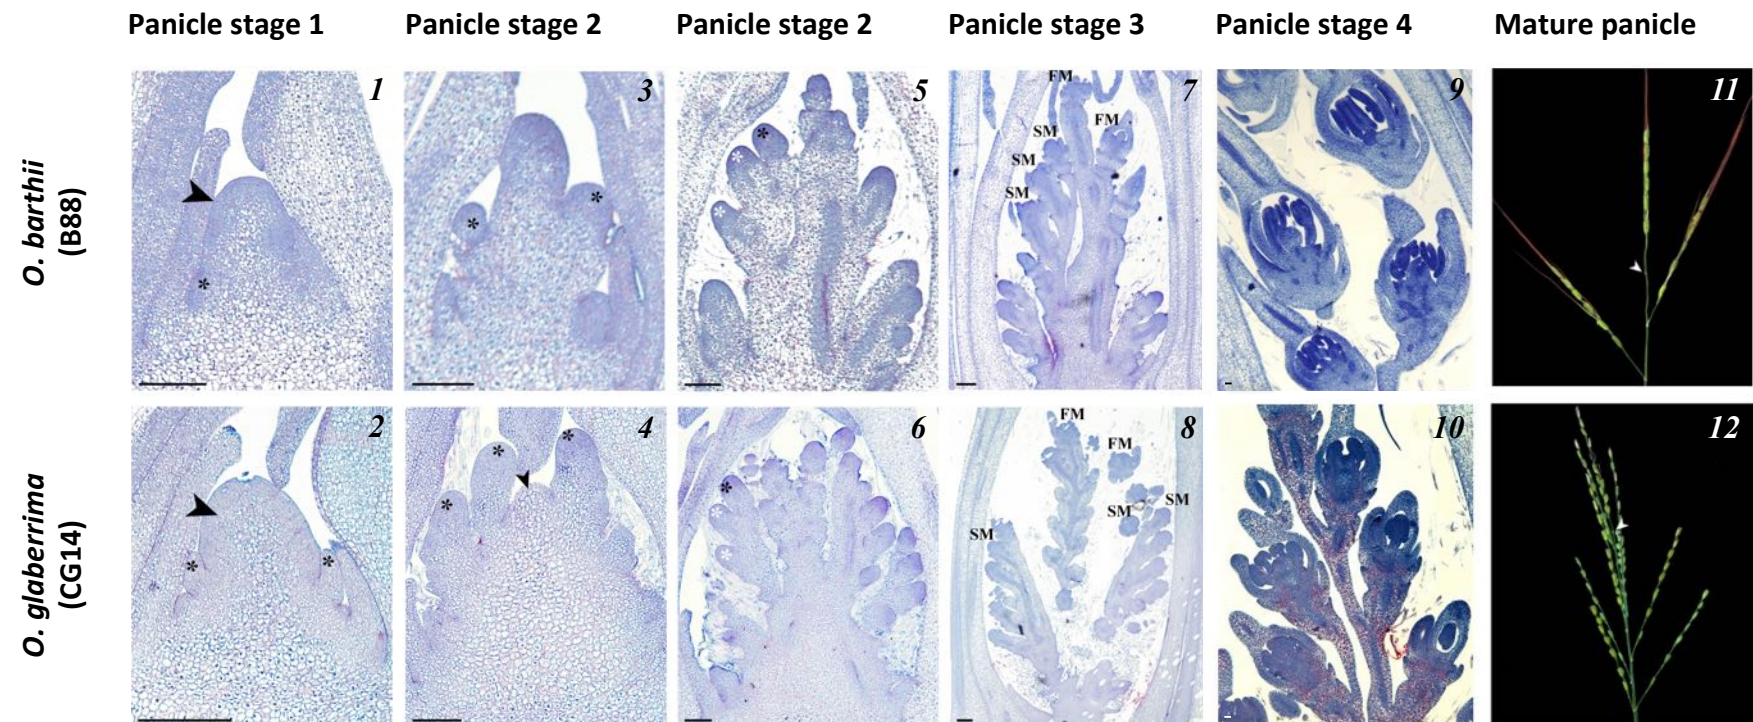

**Supplement:** Additional file 10: — Histological description of selected developmental stages of African rice panicles. O. barthii: 1,3,5,7,9,11; O. glaberrima: 2,4,6,8,10,12; stage 1: unbranched stage with elongation of rachis meristem (arrowheads) and formation of primary branch meristems (*) (1,2); stage 2: early branching stage with rachis meristem (arrowheads) and elongating primary branches (3,4). At the end of this stage, secondary branches (white *) are initiated from PBs (*) (5,6); stage 3: late branching stage with elongated secondary branch and spikelet meristem (SM) and floret meristem (FM) differentiation (7,8); stage 4: floret organ differentiation/development (9,10); mature stage: 11 and 12. White arrowhead: vestige of aborted rachis meristem. Scale bar: 100 μm.

# Supplementary material for: miR2118-triggered phased siRNAs are differentially expressed during the panicle development of wild and domesticated African rice species
**Source:** Rice (N Y). 2016 Mar 12;9:10. doi: 10.1186/s12284-016-0082-9
**Supplement:** Additional file 11: — RNA-seq data validation by northern-blotting and semi-quantitative RT-PCR for miRNAs, phasiRNAs and ncRNAs associated with phased loci in panicle-derived small RNA bulks from O. barthii (Ob) and O. glaberrima (Og). (a) Northern blot hybridization using miR2118 as probe. U6 probe was used as control. (b) Stem-loop RT- PCR analysis of various miRNAs and phasiRNAs. miR159a probe was used as a loading control. (c) Classic RT-PCR analysis of ncRNAs associated with 21-nt phased small RNA loci using from polydT primer (dT) or random hexamer primers (RH) for the RTs. The ACTIN gene (Os03g50885) was used as a loading control. (d) Test of specificity of stem-loop RT-PCRs against phasiRNAs on PH12 and PH779 loci, in conjunction with phasiRNA specific forward primer (PH12-F and PH779-F primers; phasiRNA label) and long ncRNA forward primer (PH12-F2 and PH779-F2 primers; long ncRNA label). Controls: 1. RT reaction using O. glaberrima RNA bulk without stem-loop RT primer; 2. RT reaction using O. barthii RNA bulk without stem-loop RT primer; 3. RT-PCR without stem-loop RT matrix; Ø: RT-PCR without RT. See Additional file 1: Table S5 for primer and probe sequences.

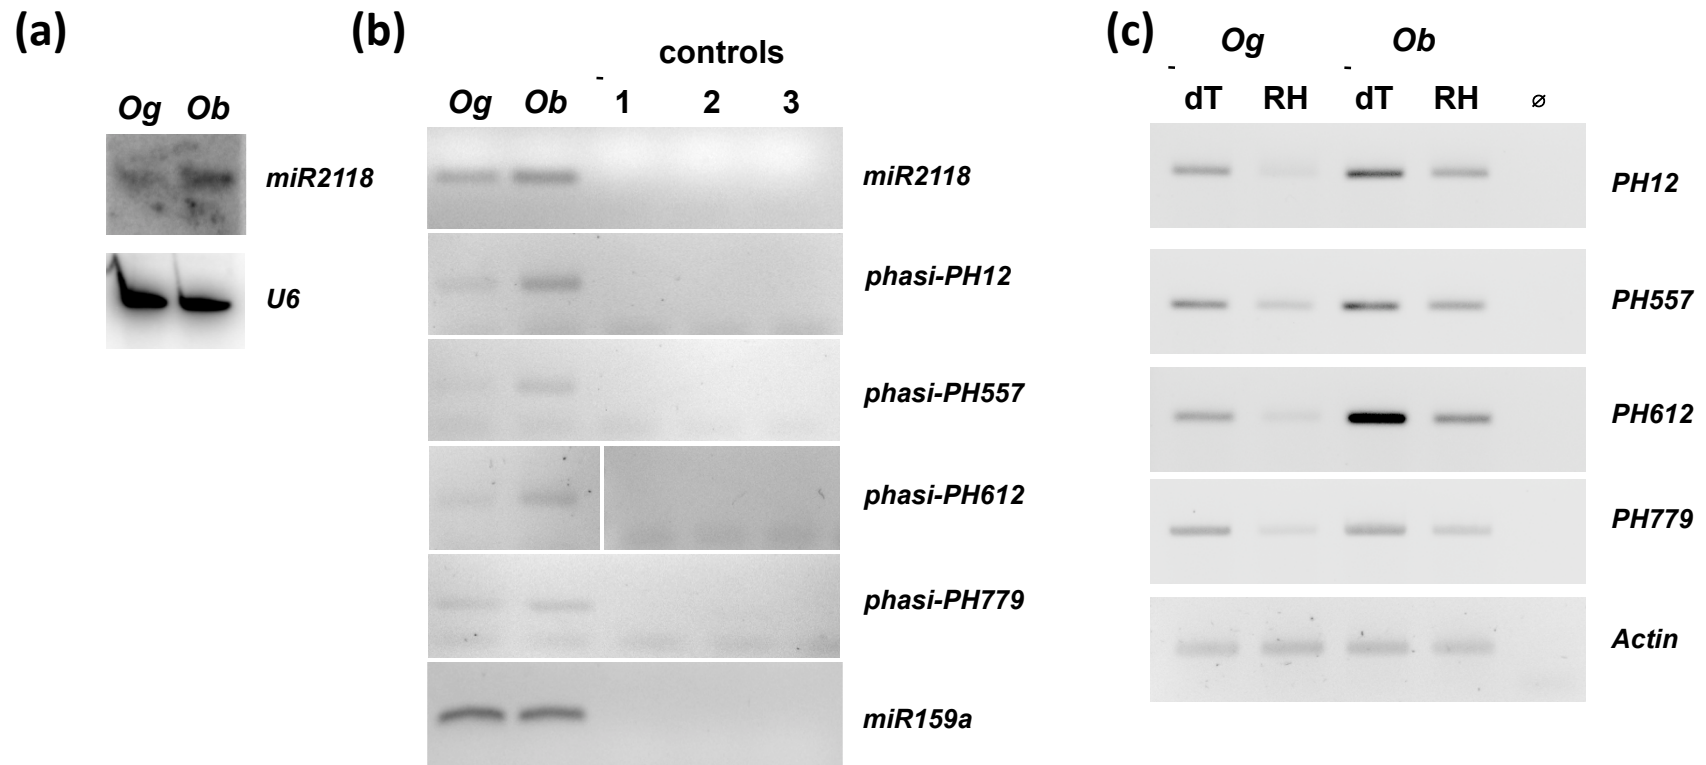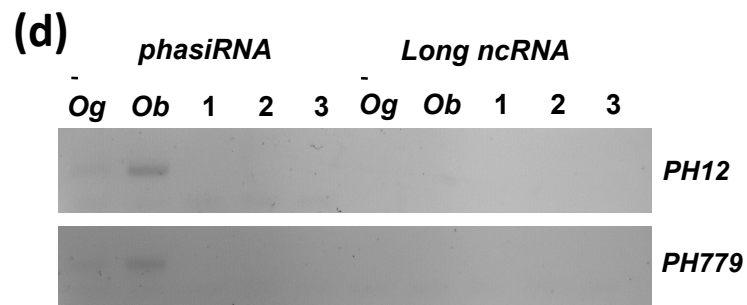

Additional file 11. RNA-seq data validation by northern-blotting and semi-quantitative RT-PCR for miRNAs, phasiRNAs and ncRNAs associated with phased loci in panicle-derived small RNA bulks from *O. barthii* (*Ob*) and *O. glaberrima* (*Og*).

# Supplementary material for: miR2118-triggered phased siRNAs are differentially expressed during the panicle development of wild and domesticated African rice species
**Source:** Rice (N Y). 2016 Mar 12;9:10. doi: 10.1186/s12284-016-0082-9
**Supplement:** Additional file 12: — Expression patterns of phasiRNAs and lncRNA precursors associated with 21-nucleotide phased loci in O. glaberrima and O. barthii. qRT-PCR analysis of 21-nucletiode phasiRNAs expression levels (a) and lncRNAs (b) from 3 distinct phased loci (PH557, PH612 and PH779) during panicle development in O. barthii (red) and O. glaberrima (blue). Expression values are relative to O. glaberrima stage 4 and the ACTIN gene or miR159 miRNA used as reference is indicated. Panicle stages: Stage 1, Inflorescence meristem stage, after initiation of primary branch (i.e. rachis and primary branch meristems); stage 2, early branching stage (panicle with elongated primary and higher order branch development); stage 3, late branching stage (i.e. panicle with elongated primary and secondary branches with spikelets and beginning of floret differentiation); stage 4, young flowers with differentiated organs. See Additional file 1: Table S5 for primer sequence.

(a)

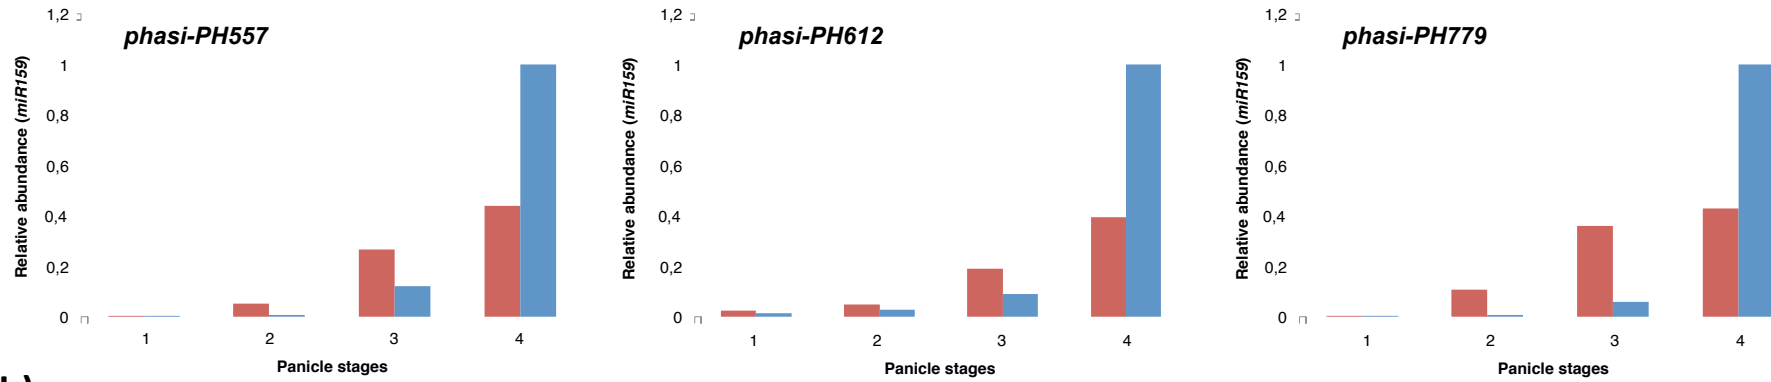

(b)

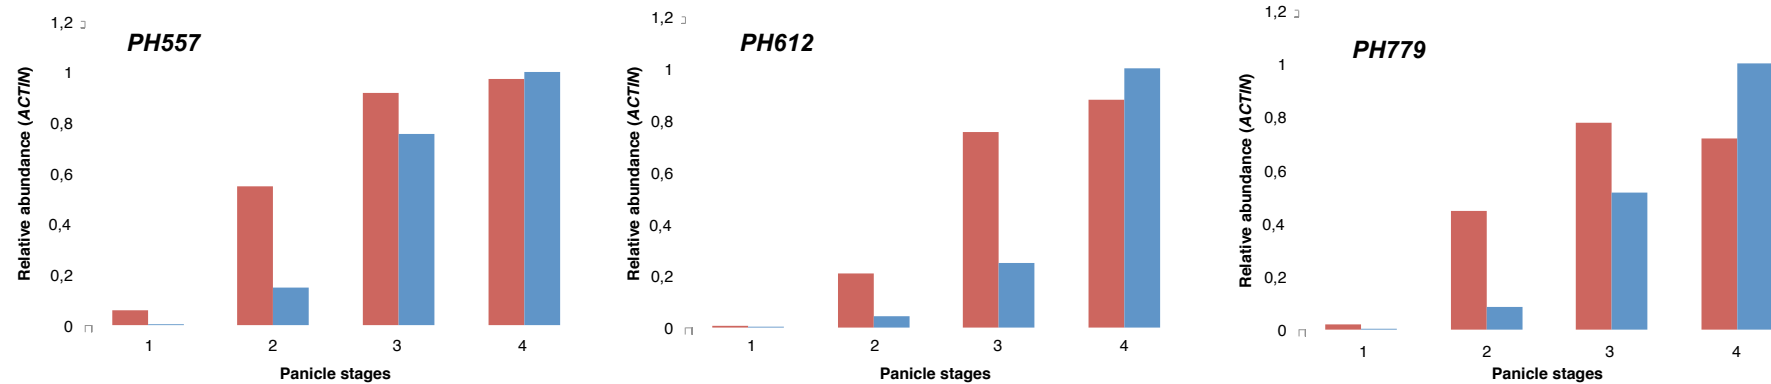

**Additional file 12. Expression patterns of phasiRNAs and lncRNA precursors associated with 21-nucleotide phased loci in *O. glaberrima* and *O. barthii*.**

How the deposited data were processed for this re-analysis (not part of the article)

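The samples are 1 small RNA library of *O. barthii* and 1 of *O. glaberrima*, each from a bulk of total RNA of 10 accessions. Developing panicles were collected 4 to 15 days after floral induction. The authors trimmed the reads with CutAdapt, clustered identical reads, annotated the sequences by successive BLAST searches against miRBase, Rfam, repeats and MSU v7.0 genes and genome, and ran the 21-nt sequences through the ta-si Prediction tool of the UEA sRNA workbench. The paper states that sequences with more than 10 loci and telomere-associated loci were removed and that further 21-nt sequences were added to the loci by BLAST. The deposited table gives raw read counts per distinct sequence and library, without normalization. The remaining columns hold the authors' annotation entry, position, strand, phased locus, phased mark, motif position and their own G-test call. The columns were taken as the authors deposited them, and every measurement column of the table was used or compared.

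The depth was taken from the library totals of Additional file 1 and not from the sums of the table, since the table holds the 21-nt sequences of phased loci only. The high quality totals of Table S3 differ by a factor of 1.02 between the libraries. Reads with a miRBase match (Table S4) number 3203043 in *O. barthii* and 3025155 in *O. glaberrima*. A locus was summed over all sequences that name it, so a sequence shared by several loci counts at each of them. Of the sequences, 4797 name 1 locus and 255 name more, up to 13. A locus carries a motif if any of its sequences lists a position. A locus was placed on a chromosome from the positions of its sequences when they span at most 1000 bp, and loci within 50000 bp of each other were joined into clusters. Annotation classes follow the entry that the table names. PhasiRNAs of the 4 loci of the RT-PCR experiments were identified by the primer sequences of Table S5.

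The main test is the G-test of the methods with 1 degree of freedom and a threshold of 0.001. It compares the reads of these 2 libraries. No p-value was computed across sequences or loci. Lists were set beside 10000 random sets of the same size, drawn within 10 bins of abundance. Named items follow a rule written before the data were examined: the phasiRNAs of the 4 loci of Table S5, the miRNA families named in the results, the 3 sequences with the most reads, and the 3 sequences and 3 loci with the largest ratio in each direction among those with at least 100 reads. Values of the 4 loci and of miRNA families in the supplementary material had been seen by then. The loci *PH-1*, *PH-985*, *PH-236*, *PH-301* and *PH-696* were chosen after their values were seen, except that *PH-1* also enters through its sequence.

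The alternatives set before the data were examined were other scalings (none, sums of the table, median of ratios, TMM of edgeR, equal reads at miRNA entries), other treatments of a count of 0, minimum reads of 10, 50 and 100, other ratio thresholds, weighting by reads, detection from 3 reads, an exact binomial test with Benjamini-Hochberg adjustment, edgeR's exact test with an assumed coefficient of variation of 0.4, the most abundant sequence of a locus or family, and sequences of a single locus. Scaling to raw reads or to miRBase reads, sums over phased sequences only, and single-locus sequences for the motif share of all loci, strand and sequence number were chosen after seeing the data, as was a 0 set to 3 reads for phased and other sequences apart.

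The tests were checked on simulated counts drawn with the depth of the real loci and sequences, in which 200 items were raised 5-fold. The counts were Poisson draws, with no variation between libraries beyond counting. The check therefore covers counting error and cannot give the rate of false calls between single libraries. Far more loci, 845 of 892, were higher in *O. barthii* in the real data. Among 892 simulated loci, the G-test recovered 200 of the 200 raised ones and called 0 of the other 692. Among 5052 simulated sequences, it recovered 123 of 200 (61.5%) and called 6 of the other 4852 (0.124%). edgeR's exact test with the assumed coefficient of variation recovered 0 of the 200 raised loci, so it calls only larger differences at this threshold. The median of the raised items lay at percentile 100 of the matched random sets in both simulations.

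The shares over all 21-nt small RNAs, the contribution of the phased loci to them, other size classes and most miRNA families were left out because the processed table does not list them and the raw reads were not used. Matching to locus sequences or to a genome was left out because no genome of the build is at hand and the printed locus sequences could not be read without errors. The RT-PCR, Northern and in situ experiments are not part of the table. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16.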

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

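The G-test on all loci and the sums over single-locus sequences were planned, while their use to test shared reads, the comparison with the telomere repeat, the sums over phased sequences only, and the tests of counting chance and of a shifted register at *PH-985* were chosen only after the result was seen. The paper discusses phased loci with higher abundance in *O. barthii* and does not discuss loci in the other direction. The signals below are the reads of *O. glaberrima* that lie above those of *O. barthii*.

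At 10 phased loci the reads passed the G-test with more reads in *O. glaberrima*. Of these, 8 (*PH-33*, *PH-369*, *PH-421*, *PH-469*, *PH-601*, *PH-784*, *PH-827* and *PH-828*) have no sequence of their own and draw on the same 31 distinct sequences. Among these, 29 are within 3 mismatches of the repeat TTTAGGG or its reverse complement, and no other locus has such a sequence. The 8 loci have ratios of 0.809 to 0.835, and their distinct sequences together have 1488 reads in *O. barthii* and 1778 in *O. glaberrima*, a ratio of 0.817 (interval 0.762 to 0.875). With sequences of a single locus only, 2 loci higher in *O. glaberrima* were left, *PH-590* and *PH-645*, and the other 8 drop out by construction. Reads shared between loci therefore cannot be told apart from an excess at each of the 8 loci. The repeat is that of plant telomeres, and the paper states that telomere-associated loci were removed. The small excess of these reads themselves is near the median ratio of 0.854 at the other 39 sequences of ncRNA entries, and its origin was not tested. With phased sequences only, *PH-645* stayed past the G-test (57 and 137 reads, ratio 0.406) and *PH-590* did not. Without scaling, 9 loci were higher in *O. glaberrima*. With the raw read totals, chosen after seeing the data, 8 were. In both cases 0 of these loci had a motif. *PH-645*, the only one of the 10 loci with a motif, therefore no longer passed over all its sequences, so its call depends on a small change of scaling. No biological explanation was tested for *PH-590* or *PH-645*.

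At *PH-985*, on chromosome 5 from 6140485 to 6140716 with a motif at -157, the 4 sequences marked as phased had 84 reads in *O. glaberrima* and 3 in *O. barthii*, a ratio of 0.0349 (interval 0.00705 to 0.105). Of the 6 sequences with reads in *O. glaberrima* only, 4 belong to this locus. Over all its sequences the locus had 169 reads in *O. barthii* and 118 in *O. glaberrima* and did not pass the G-test. Chance in counting is argued against by an exact two-sided binomial test on these 87 reads (p = 3.3e-22, against a limit of 1.12e-06 for 892 loci), which compares the libraries and not the species. In *O. barthii*, 119 reads lie in a register shifted by 2 nt, in 2 sequences with 0 reads in *O. glaberrima*. A shifted register, for example from a deletion or insertion at the locus in part of the accessions, may account for part of these reads but cannot be told apart from other differences, because only 2 sequences carry it. A single shift of 2 nt does not account for all of them. A further sequence with 17 reads in *O. barthii* and 0 in *O. glaberrima* lies in neither of these registers. The same holds for TCCTCCCAAACAGCTGAATAG, which is among the 4 sequences with reads in *O. glaberrima* only and has 19 reads. A difference between the species, the pooled accessions or the panicle stages of the bulks stays open and was not tested.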

How the results depend on the processing

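The alternatives below were set before the data were examined, except scaling to raw reads or to miRBase reads, sums over phased sequences only, single-locus sequences for the motif share of all loci, strands and sequence number, and a 0 set to 3 reads for phased and other sequences apart, which were chosen after seeing the data. With 1 library per species, no library was left out. No paired analysis was possible because each species has 1 library.

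Scaling decides most. Scaling to the sums of the table, median of ratios and TMM assume that these sequences do not differ as a whole, and shift every log2 ratio by 2.58, 2.50 and 2.51, so they remove a common excess by construction. In this order they gave shares of sequences at least 5-fold higher in *O. barthii* of 4.87%, 5.44% and 5.42%, and 302, 272 and 280 sequences at least 5-fold higher in *O. glaberrima*. They gave 373, 386 and 386 loci past the G-test, of which 97, 78 and 81 were higher in *O. glaberrima*, and 66, 67 and 67 loci with a ratio above 5. Among loci past the test, the share higher in *O. barthii* was 74.0%, 79.8% and 79.0%, against 98.8% with the library totals. The number of miRNA families past the G-test was 3 in each, against 8. The unannotated share of the higher fraction was 90.2% with median of ratios and 90.5% with TMM. The ratio of the *PH-12* phasiRNA reversed to 0.808, 0.856 and 0.850, that of the miR2118 sequences to 0.453, 0.480 and 0.477, and that of miR5486 to 0.293, 0.310 and 0.308. Equalising the reads at miRNA entries of the table gave 42.0% of sequences at least 5-fold higher in *O. barthii*, 29 sequences higher in *O. glaberrima*, 342 loci with a ratio above 5, 39 loci higher in *O. glaberrima* and a miR5486 ratio of 0.905; this scaling rests on 90 sequences, among which *osa-MIR5519* holds 1163 of 2969 *O. barthii* reads. No scaling and raw reads gave shares of 70.5% and 70.8%, by construction of the factor.

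The treatment of a count of 0 moved the share of sequences at least 5-fold higher in *O. barthii* to 56.7% with these sequences left out, 61.4% with a pseudocount of 1 and 56.3% with 0 set to 3 reads. With sequences at 0 left out, 3 sequences were higher in *O. glaberrima*. A minimum of 50 and of 100 reads gave shares of 74.2% and 76.9%, 0 sequences higher in *O. glaberrima* in both cases, 91 and 35 sequences in *O. barthii* only, unannotated shares of 90.1% and 91.2% over all sequences and of 93.4% and 93.8% in the higher fraction, and 3 families past the test in both cases. The smaller counts follow from fewer sequences; for the shares the cause was not tested. Weighting by reads gave unannotated shares of 90.4% over all sequences and 93.3% in the higher fraction, and the cause was not tested. A ratio of at least 2 gave 89.5% of sequences higher in *O. barthii* and 53 in *O. glaberrima*, a ratio of at least 10 gave 39.6%, and a ratio of at least 5 with the G-test gave 64.2%, by construction of the threshold. A ratio above 10 was found at 331 loci.

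edgeR's exact test with an assumed coefficient of variation of 0.4 called 259 loci, 0 of them higher in *O. glaberrima*; on simulated loci it recovered none of those raised 5-fold. With the most abundant sequence of each locus, and with single-locus sequences, 2 loci each were higher in *O. glaberrima*. Single-locus sequences gave both strands at 90.5% of loci. The other values kept their direction and their side of the threshold, or moved within their interval or by less than 1.5 times, in 156 of 246 comparisons. The number of loci past the test stayed between 797 and 855 in the other alternatives.

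Not run were the match of sequences to a genome and to the locus sequences printed in Additional file 8, and all alternatives for the share of the higher fraction that phased loci contribute, since the processed table does not list the rest of that fraction. Depth limits the sequences at 0 in *O. glaberrima*: of 1348, 744 exceed 5-fold over the 3 reads that a count of 0 allows.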

Differences from the paper's values

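Of 18 measures compared, 1 differed by more than 1.5 times. The paper's fewest sequences per phased locus is 2, and the deposited table gives 1, at a single locus. No alternative set before the data were examined covers this measure.

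Among the other measures, the numbers of phased loci (892) and of sequences not marked as phased (952), the largest distance of the motif (452 bp) and the most sequences per locus (91) equal the paper's. The motif was listed for 538 loci, and the paper reports 529, which equals the number of loci with a motif among those higher in *O. barthii* here. An abundance ratio above 5 was found at 84.1% of the loci past the test (interval 81.5 to 86.5%), and the paper's value is about 71%. Both values come from the same phased loci, so the interval does not measure their difference. Leaving out sequences at 0, an alternative set before the data were examined, came nearest, with 78.4% of the loci past the test and 72.8% of all 865 loci left. The motif share of the loci not past the test was 21.6%, and the paper's value is 16%. The overlap with loci of *O. sativa* ssp *indica* was 409 loci, and the paper's value is 416. The paper describes its group of loci with different read counts as higher in *O. barthii*, while 10 of the 855 loci past the test here had more reads in *O. glaberrima*. The number of loci past the test equals the paper's 854 without scaling and with the exact binomial test, both set before the data were examined.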

Other observations

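The motif share of the loci not past the G-test with single-locus sequences and under other scalings, and the miRNA ratios with their scalings, were planned, and all other tests in this part, including the random sets for that motif share, were chosen only after the results were seen.

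The excess of *O. barthii* reads at phased loci was set against technical explanations. A difference in library size is argued against by the 182 sequences at miRNA, ncRNA or repeat entries of the same table, whose median ratio was 0.976 while that of the unannotated sequences was 8.30. Single abundant sequences are argued against as well: without the most abundant sequence of each locus, 830 of 891 loci were still higher in *O. barthii* past the G-test, with a median ratio of 8.12. In 6 classes of GC content, the median ratio of unannotated sequences lay between 7.73 and 8.77, so GC content is argued against. A difference in timing between the panicles in the bulks, as the paper proposes, and a difference between the pooled accessions are confounded with the libraries and were not tested.

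The position of the motif may reflect the cleavage that starts the register. If the recognition site sets the register, motif positions should share 1 remainder after division by 21, and 84.6% of 487 loci did. The positions were counted from the end of loci that are themselves made of phased sequences, and 19 loci with positions on the other side did not show it.

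The ratio at loci with a motif was like that of other loci. Their median ratio of 8.37 lay at percentile 46.6 among 10000 random sets of loci matched on abundance, whose medians ranged from 7.80 to 8.93, so the hypothesis that a recognition site goes with a higher ratio found no backing in the sizes of the ratios. A difference smaller than the spread of the sets cannot be told apart from none. The motifs were called on the *O. sativa* genome, and sites present only in African rice would be missed.

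The low motif share among loci not past the G-test rests partly on loci with shared reads. Of these 37 loci, 18 have no sequence of their own, and 1 of the 18 has a motif. With single-locus sequences, 9 of 21 loci not past the test had a motif, which lay at percentile 8.99 of the random sets (median 57.1%). Reads shared between loci may account for part of the gap, and with 21 loci this cannot be told apart from a real difference in motif share. Scalings that shift all ratios do not test the gap, since they change which loci are not past the test. With the reads at miRNA entries equalised, 57.8% of 45 such loci had a motif, but the 39 loci then higher in *O. glaberrima* had one in 17.9%.

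Whether the lower ratio of sequences not marked as phased belongs to the sequences or to their loci stays open. At 360 loci with sequences of both kinds, the median log2 ratio of the phased sequences minus that of the others was -0.15, with quartiles of -0.86 and 0.55, and 154 of these loci had the higher ratio in the phased sequences. A property of the sequence cannot be told apart from a property of the locus here, because loci go both ways around a median near 0.

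The register with most reads was the same in both libraries at 449 of 458 loci with at least 20 reads in each (98.0%, interval 96.3 to 99.1%), which argues against a register that differs at most loci. Of the 9 exceptions, 4 had 0 *O. glaberrima* reads in the main register of *O. barthii*. At *PH-236* the *O. barthii* register had 71 and 0 reads and the *O. glaberrima* register, 2 nt away, had 0 and 23. At *PH-301*, where the registers also lie 2 nt apart, the reads were 145 and 0 in one and 127 and 63 in the other, and at *PH-696* they were 261 and 0 in one and 78 and 22 in the other. The remaining one is *PH-985*, with 119 and 0 reads in one and 3 and 84 in the other.

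Of 35 sequences with at least 100 reads in *O. barthii* and 0 in *O. glaberrima*, 3 have a near sequence, within 3 mismatches, that has *O. glaberrima* reads. If a base change in the sequence itself were the cause, the other sequences of the same loci should have the median ratio of all loci, 8.36. Their median was 14.9, and 28 of the 35 lay above 8.36. A base change may still explain part of them: the 35 were chosen for their 0 reads, which favours loci with high ratios, and the explanation cannot be told apart from a low level of the whole locus.

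The authors' own G-test calls in the deposited table mark 3729 sequences. Calls made here with the raw read totals of Table S2 as expectation gave the same result for 5046 of 5052 sequences, against 4987 with the high quality totals and 4996 with equal totals. This is consistent with an expectation from the raw read totals. The 6 remaining sequences are those with 0 reads in *O. barthii*, which the table does not mark.

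The table holds 2 sequences of 21 nt under *osa-MIR2118*, not marked as phased and assigned to *PH-19* and *PH-756*. They had 39 reads in *O. barthii* and 14 in *O. glaberrima*, a ratio of 2.72 (interval 1.44 to 5.42), which reversed to 0.453 when the counts were scaled to the sums of the table. The full-length *miR2118* and the families miR2275, miR5495 and miR5497 have no sequence in the table. At *osa-MIR806*, *osa-MIR812* and *osa-MIR818* the sequences assigned to phased loci had ratios of 1.07, 0.989 and 1.13, and at *osa-MIR819* 0.813.

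By its first base, 40.3% of the sequences start with U, 38.7% with C, 14.5% with A and 6.61% with G, with median ratios of 7.32, 8.30, 6.83 and 8.78.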
